# Banana (*Musa acuminata*) transcriptome profiling in response to rhizobacteria: *Bacillus amyloliquefaciens* Bs006 and *Pseudomonas fluorescens* Ps006

**DOI:** 10.1186/s12864-019-5763-5

**Published:** 2019-05-14

**Authors:** Rocío M. Gamez, Fernando Rodríguez, Newton Medeiros Vidal, Sandra Ramirez, Roberto Vera Alvarez, David Landsman, Leonardo Mariño-Ramírez

**Keywords:** Banana cv. Williams, *Musa acuminata*, Transcriptome, Genes, Plant growth promoting rhizobacteria (PGPR), *Bacillus amyloliquefaciens* Bs006, *Pseudomonas fluorescens* Ps006

## Abstract

**Background:**

Banana is one of the most important crops in tropical and sub-tropical regions. To meet the demands of international markets, banana plantations require high amounts of chemical fertilizers which translate into high farming costs and are hazardous to the environment when used excessively. Beneficial free-living soil bacteria that colonize the rhizosphere are known as plant growth-promoting rhizobacteria (PGPR). PGPR affect plant growth in direct or indirect ways and hold great promise for sustainable agriculture.

**Results:**

PGPR of the genera *Bacillus* and *Pseudomonas* in banana cv. Williams were evaluated. These plants were produced through in vitro culture and inoculated individually with two rhizobacteria, *Bacillus amyloliquefaciens* strain Bs006 and *Pseudomonas fluorescens* strain Ps006. Control plants without microbial inoculum were also evaluated. These plants were kept in a controlled climate growth room with conditions required to favor plant-microorganism interactions. These interactions were evaluated at 1-, 48- and 96-h using transcriptome sequencing after inoculation to establish differentially expressed genes (DEGs) in plants elicited by the interaction with the two rhizobacteria. Additionally, droplet digital PCR was performed at 1, 48, 96 h, and also at 15 and 30 days to validate the expression patterns of selected DEGs. The banana cv. Williams transcriptome reported differential expression in a large number of genes of which 22 were experimentally validated. Genes validated experimentally correspond to growth promotion and regulation of specific functions (flowering, photosynthesis, glucose catabolism and root growth) as well as plant defense genes. This study focused on the analysis of 18 genes involved in growth promotion, defense and response to biotic or abiotic stress.

**Conclusions:**

Differences in banana gene expression profiles in response to the rhizobacteria evaluated here (*Bacillus amyloliquefaciens* Bs006 and *Pseudomonas fluorescens* Ps006) are influenced by separate bacterial colonization processes and levels that stimulate distinct groups of genes at various points in time.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5763-5) contains supplementary material, which is available to authorized users.

## Background

Banana (*Musa acuminata* Colla) belongs to the Monocotyledons class, Zingiberales order and to the Musaceae family, which is composed of the *Musa* and *Ensete* genera. The *Musa* genus consists of four sections or species groups: *Australimusa, Callimusa, Rhodochlamys* and *Eumusa* [1], although another section *Ingentimusa* has also been considered as part of *Musa* [2]. The species of the *Eumusa* section have the largest geographical dispersion, particularly *Musa acuminata* and *Musa balbisiana* [3]. Bananas are perennial crops that grow quickly and can be harvested throughout the year, being moreover, the largest monoculture worldwide. Commercial cultivation of banana requires large amounts of nitrogen and potassium followed by phosphorus, calcium and magnesium to maintain high yields [4, 5]. In 2014, bananas were planted around the world in an area covering approximately 5,393,811 ha. The average global production in 2014 was 114,130,151 tons per year, and yield was reported in 211,595 kg/ha. The largest banana-producing countries are India, Uganda, China, the Philippines and some Latin American countries. Ecuador is the largest producer in Latin America (5.1 million tons), followed by Brazil and Colombia [6].

Despite the widespread cultivation of bananas, little is known about the microbial rhizosphere of *Musa* spp. Recent studies have shown that microbial populations in banana can be influenced by the type of production system, e.g. agroforestry. Agroforestry increases the number of beneficial bacteria such as *Pseudomonas* spp. and *Stenotrophomonas* spp., and decreases infections caused by pathogens such as *Erwinia* spp. [7]. Organic fertilization based on *Bacillus amyloliquefaciens* NJN-6 has resulted in significant decreases in the incidence of *Fusarium oxysporum*, f.sp. cubense [8]. *Pseudomonas fluorescens* has been isolated from banana plantations infected with *Cylindrocladium* sp. and its suppression by *Pseudomonas fluorescens* has been demonstrated [9]. Additionally, various microorganisms including *Arthrobacter*, *Azospirillum*, *Bradyrhizobium*, *Bacillus*, *Pseudomonas*, *Azotobacter* and *Paenibacillus,* among others, are known plant-growth promoting rhizobacteria (PGPRs) [10, 11]. PGPRs include a wide range of bacteria that may colonize roots with the ability to enhance plant growth by increasing seed germination, plant weight and crop yield [12]. It has been shown that some PGPRs, when colonizing plant roots, can transform certain compounds exuded by roots into plant growth-promoting substances that manipulate plant hormone signaling pathways [10, 12–15]. Seed treatment with PGPRs leads to increased plant growth [16–18] and fruit production [19, 20]. *Bacillus* spp. and *Pseudomonas* spp. have been reported in the banana rhizosphere [8], and the presence of these PGPRs, has been associated with plant production of exudates that favors the colonization and formation of biofilms in banana roots [20]. Recently, and previous to this study, the genomes of two PGPRs, *Pseudomonas fluorescens* strain Ps006 and *Bacillus amyloliquefaciens* strain Bs006 associated with banana cv. Williams seedlings have been isolated and characterized [21, 22]. According to the aforementioned, the aim of this study is to explore the effect of these two rhizobacteria, *Pseudomonas fluorescens* Ps006 and *Bacillus amyloliquefaciens* Bs006, on the banana cv. Williams seedling transcriptome and contribute to the current understanding of the banana plant-microorganism interactions in relation to growth promotion.

## Results

### Effect of PGPR on banana growth

The inoculation effect of *Bacillus amyloliquefaciens* strain Bs006 and *Pseudomonas fluorescens* strain Ps006 on banana plant growth was investigated 55 days post-inoculation at the greenhouse level. Eight variables were evaluated: height (cm), leaf area (cm^2^), pseudostem thickness (mm), total fresh weight (g/plant), fresh root weight (g/plant), fresh shoot weight (g/plant), total dry weight (g/plant), root dry weight (g/plant) and shoot dry weight (g/plant) (Fig. 1). All variables were significantly higher in samples inoculated with *B. amyloliquefaciens* or *P. fluorescens* compared to the control (no PGPR inoculation). These results agree with the beneficial effects of PGPR on plant development, quantity, quality and yield [23].

**Fig. 1:**
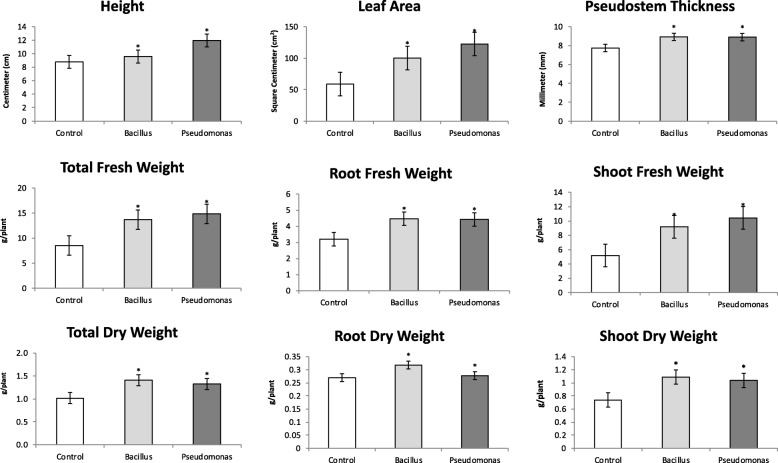
Biological assays. Effect of *Bacillus amyloliquefaciens* (Bs006) and *Pseudomonas fluorescens* (Ps006) on banana growth compared to the control (no PGPR inoculation). Nine variables were evaluated in 55-days-old seedlings after inoculation: height (cm), leaf area (cm^2^), pseudostem thickness (mm), total fresh weight, including shoot and root (g/plant), root fresh weight (g/plant), shoot fresh weight (g/plant), total dry weight (g/plant), and shoot dry weight (g/plant). Samples inoculated with *Bacillus amyloliquefaciens*, *Pseudomonas fluorescens*, and the control (no PGPR inoculation) are depicted as light-grey, dark-grey and white, respectively. Asterisk (*) denotes *p*-value < 0.0001 in treated samples compared to the control

### Differential gene expression in response to PGPR

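RNA was sequenced from banana (*Musa acuminata* cv. Williams) seedlings inoculated with *B. amyloliquefaciens* Bs006, with *P. fluorescens* Ps006 or with water as the control, at 1, 48 and 96 h, with 3 biological replicates in each of the 9 groups and 27 libraries in all. Both bacteria are plant growth-promoting rhizobacteria (PGPR). The methods describe the material as whole seedlings, and the sample labels name a mixture of root, pseudostem and leaf. The methods name a SureSelect kit for the libraries, and the labels name TruSeq. The earliest control is the 1-h control in the methods and in the labels, and it is called 0 h in part of the results. The authors trimmed the paired-end reads, mapped them to the banana RefSeq genome with HISAT2 and counted them on genes with HTSeq, and the deposited values are these counts without normalization. The paper states 40 M reads per sample, and the values given here use the counts on genes. With *B. amyloliquefaciens*, the counts on genes ranged from 14332146 to 17001486 at 1 h (median 16204319), from 10880512 to 16732527 at 48 h (median 14311039) and from 8232306 to 16601877 at 96 h (median 16108975). With *P. fluorescens*, they ranged from 8685750 to 16795817 at 1 h (median 13940902), from 8678978 to 19626672 at 48 h (median 12403657) and from 14096209 to 17045219 at 96 h (median 16721976). In the control, they ranged from 14241339 to 16117526 at 1 h (median 14915951), from 7698851 to 13840499 at 48 h (median 10477838) and from 3021553 to 11794540 at 96 h (median 11140124). The library of control replicate 1 at 96 h thus held the fewest counts. From 7.61% to 74.2% of all counts of a library were on the summary line for read pairs with more than 1 alignment. These were counted on no gene. The value is called here the share of read pairs with more than 1 alignment, though whether each pair entered that line once was not checked. Its mean was 54.2% ± 17.7 (SD, n = 3) in the 96-h control and 15.6% ± 3.85 (SD, n = 3) at 96 h with *P. fluorescens*. From the counts, genes with a CPM (the count scaled to the library size) above 1 in at least 3 libraries were kept, which left 28349 genes. The counts were scaled by the TMM method, 1 model with the 9 groups was fitted to the 27 libraries, and each comparison was tested with edgeR's quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg procedure, and genes with a false discovery rate (FDR) under 0.05 were taken as differentially expressed genes (DEGs). The paper's text names edgeR and not which of its tests was used. The filter, the scaling, the test, the libraries in the fit and the control used as reference are the choices that could change the numbers.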

To better understand the direct and indirect interactions between banana roots and rhizobacteria, global transcriptome profiles were obtained at 1, 48 and 96 h post-inoculation with *B. amyloliquefaciens* Bs006 or *P. fluorescens* Ps006*.* Treated samples (3 biological replicates) were compared against the control (no PGPR inoculation) at 0 h post-inoculation, and genes were considered differentially expressed when the false discovery rate (FDR) was less than 0.05. The banana transcriptome response to *P. fluorescens* showed an increasing number of differentially expressed genes (DEGs) over time with 1027, 1398 and 3541 genes being changed at 1, 48, and 96 h, respectively. In contrast, the banana transcriptome response to *B. amyloliquefaciens* showed a decreasing number of DEGs over time with 2652, 1530 and 1250 genes being differentially expressed at 1, 48, and 96 h, respectively. 

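Against the 1-h control, 428 DEGs were found at 1 h after inoculation with *P. fluorescens* (329 higher and 99 lower), 925 at 48 h (608 higher and 317 lower) and 2671 at 96 h (1863 higher and 808 lower). When each comparison was fitted to its own 6 libraries, the counts were 4479 at 1 h, 1118 at 48 h and 107 at 96 h, and so decreased over time. With DESeq2 in place of edgeR, 1658, 1947 and 4520 DEGs were found at 1, 48 and 96 h. With edgeR's exact test, 1055, 1278 and 3261 were found. Leaving out 1 library, which left 2 in its group, also moved the counts. At 1 h, leaving out 1 of the 6 libraries compared from the fit to all groups gave from 1 DEG (without replicate 3 of the 1-h control) to 141 (without replicate 1 of the inoculated seedlings). At 48 h the range was from 317 (without replicate 1 of the 1-h control) to 920 (without replicate 2 at 48 h). At 96 h it was from 615 (without replicate 3 at 96 h) to 7450 (without replicate 2 at 96 h). The fit without replicate 2 at 96 h, which the comparisons at 1 and 48 h do not use, gave 1230 DEGs at 1 h and 1329 at 48 h. In the fit without replicate 1 at 96 h, the counts at 48 and 96 h were 935 and 786, and in the fit without replicate 3 at 96 h they were 911 and 615. In the fit without replicate 1 at 48 h, the counts at 1 and 48 h were 440 and 414. In the other 24 of the 27 fits that each left out 1 library, among them those without a replicate of the 1-h control, the counts increased from each time point to the next. Across genes, the log2 CPM values of replicates 1 and 3 at 96 h had a correlation of 0.93, against 0.758 between replicates 1 and 2 and 0.769 between replicates 2 and 3, where genes are not independent replicates. Compared with the control of the same time point, 0 DEGs were found at 48 h by edgeR's quasi-likelihood test, with 1365 genes at an unadjusted p under 0.05. DESeq2 gave 19 DEGs there and edgeR's exact test 10. At 96 h, 1832 DEGs were found (1555 higher and 277 lower). Of these 1832, 605 were also DEGs against the 1-h control, 587 of them in the same direction. The count of 1832 was 303 without replicate 2 of the 96-h control, 7688 without replicate 2 at 96 h and 0 when only the 6 libraries were fitted, with 4447 genes at an unadjusted p under 0.05. The files do not pair most identifiers with gene names. LOC103976025 had 61.7 ± 59.8 CPM (SD, n = 3) at 96 h and was at or under the counting floor of 3 counts in the 1-h control, at least 324-fold higher (adjusted p = 0.00314, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and from 1.92e-05 with DESeq2 to 0.0738 when only the 6 libraries were fitted). Replicate 2 at 96 h held 5 counts of this gene and the other replicates 916 and 1606. The 3 libraries of the 96-h control held 0 counts of it, and the difference from that control had an adjusted p of 0.0047 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. LOC103995969 fell from 375 ± 125 CPM (SD, n = 3) to 2.16 ± 0.976 CPM (SD, n = 3), a log2 fold change of -7.44 (standard error 0.89, adjusted p = 3.76e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against the 96-h control, its log2 fold change was -0.87 (adjusted p = 0.506, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

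**Figure D1:**
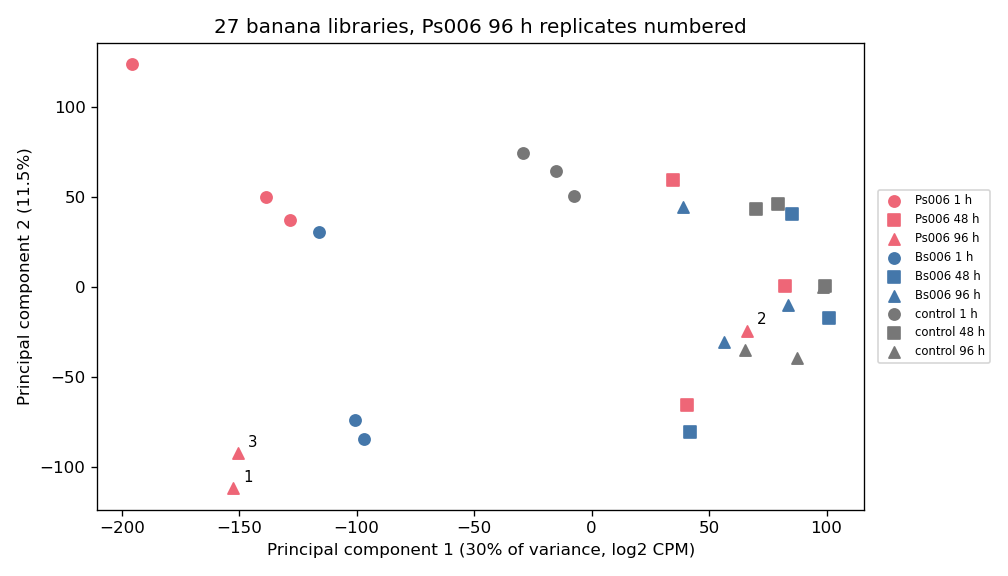
Each point is 1 of the 27 libraries on principal components 1 (x axis, 30% of the variance of log2 CPM) and 2 (y axis, 11.5%), with the color for the inoculant, the symbol for the time point and numbers for the replicates at 96 h with Ps006. Replicates 1 and 3 at 96 h with Ps006 lie apart from replicate 2.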

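After inoculation with *B. amyloliquefaciens*, 1819 DEGs were found at 1 h (1143 higher and 676 lower), 913 at 48 h (549 higher and 364 lower) and 789 at 96 h (541 higher and 248 lower) against the 1-h control. Fitted to the 6 libraries of each comparison, the counts were 4183, 508 (243 higher and 265 lower) and 2152. The count at 96 h was thus above that at 48 h. It also was with the replicate number as a block (769 at 48 h and 820 at 96 h) and with the share of read pairs with more than 1 alignment as a covariate, added after the data were seen (560 and 914). With 1 of the 6 libraries compared left out in turn, from 408 (without replicate 3 at 1 h) to 2554 (without replicate 1 at 1 h) DEGs were found at 1 h, from 238 (without replicate 2 of the 1-h control) to 1392 (without replicate 3 at 48 h) at 48 h, and from 320 (without replicate 1 of the 1-h control) to 607 (without replicate 2 at 96 h) at 96 h. In the fit to all groups without replicate 2 at 96 h with *P. fluorescens*, which none of these comparisons uses, the counts were higher, 2785, 1413 and 1184. In the fit without replicate 3 at 1 h, the counts were 408 at 1 h, 805 at 48 h and 737 at 96 h. The count at 96 h was above that at 48 h in the fits without replicate 1 (320 and 240) or replicate 2 (351 and 238) of the 1-h control and without replicate 1 (1013 and 307) or replicate 2 (819 and 786) at 48 h. In the other 22 of the 27 fits that each left out 1 library, the counts decreased from each time point to the next. Control seedlings differed from the 1-h control in 862 genes at 48 h and in 1811 genes at 96 h (306 and 719 without replicate 1 of the 1-h control, and 1389 and 2506 without replicate 2 at 96 h with *P. fluorescens*). Compared with these later controls, 0 DEGs were found at 48 h and 0 at 96 h by edgeR's quasi-likelihood test, with 1981 and 1450 genes at an unadjusted p under 0.05. DESeq2 gave 18 and 53 DEGs with *B. amyloliquefaciens* in these comparisons, and edgeR's exact test 5 and 6. Among the DEGs at 1 h, LOC103969994 had 21.5 ± 20.4 CPM (SD, n = 3) and 0 counts in the 3 libraries of the 1-h control, at least 113-fold higher (adjusted p = 0.00798, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The inoculated replicates 1, 2 and 3 held 13, 341 and 632 counts of this gene. LOC103985401 had 0 counts at 1 h and 3.32 ± 1.72 CPM (SD, n = 3) in the control, at least 15.9-fold lower (adjusted p = 0.00749, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the numbers of DEGs, the paper describes a response to *P. fluorescens* that increases and a response to *B. amyloliquefaciens* that decreases over time, and it proposes that the level of bacterial colonization could influence the differences between the treatments.

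**Figure D2:**
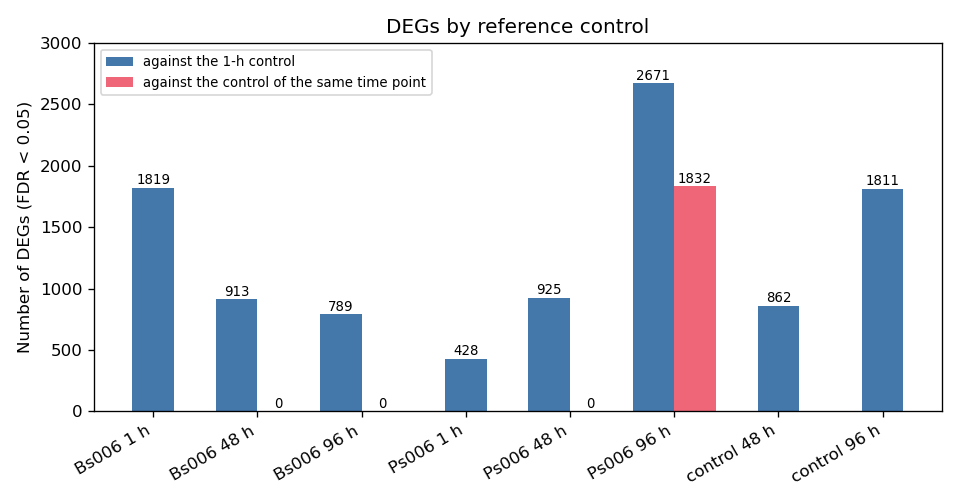
Bars give the number of DEGs (y axis, FDR under 0.05) of each group (x axis) against the 1-h control in blue and against the control of the same time point in red. The 48-h and 96-h controls differ from the 1-h control in 862 and 1811 genes.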

(Additional files 1, 2, 3, 4: Figure S1,Table S2, S3, S4). These gene expression differences observed between the *Bacillus* and *Pseudomonas* treatments could also be influenced by the bacterial colonization level. To better understand this inverse temporal pattern between *Bacillus* and *Pseudomonas* on induced transcriptional responses, we identified genes differentially expressed in both treatments. 

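At 1 h, 228 genes were DEGs with both bacteria against the 1-h control, 184 higher and 44 lower in both. At 48 h, 434 were, 258 higher and 176 lower in both. At 96 h, 384 were, 286 higher and 97 lower in both. Both comparisons use the same 3 control libraries, so noise in these can raise the overlap without any effect. In 20 simulated data sets of unchanged groups, all libraries were drawn anew around the levels of the 1-h control, with the spread shared by all groups. The simulated lists were cut to the observed sizes by rank of p, whether or not their genes passed the threshold. Such lists shared a median of 153.5 genes and at most 178 at 1 h. At 48 h the median was 179.5 and the highest 199, and at 96 h they were 297 and 314. At an FDR under 0.05, the simulated lists shared 0 genes at each time point. With each comparison fitted to its own libraries, the overlap was 1755 at 1 h, 306 at 48 h and 96 at 96 h, and with DESeq2 it was 749, 978 and 871. When 1 of the libraries compared was left out, from 0 (without replicate 3 of the 1-h control) to 195 shared DEGs (without replicate 1 or 2 at 1 h with *B. amyloliquefaciens*) were found at 1 h. At 48 h the range was from 132 (without replicate 1 of the 1-h control) to 485, and at 96 h from 127 (without the same library) to 568 (without replicate 2 at 96 h with *P. fluorescens*). Without this last library, which is not compared at 1 or 48 h, 590 shared DEGs were found at 1 h and 641 at 48 h.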

The numbers of DEGs shared between treatments were 473, 663 and 598 at 1, 48 and 96 h post-inoculation, respectively (Fig. 2).

**Fig. 2:**
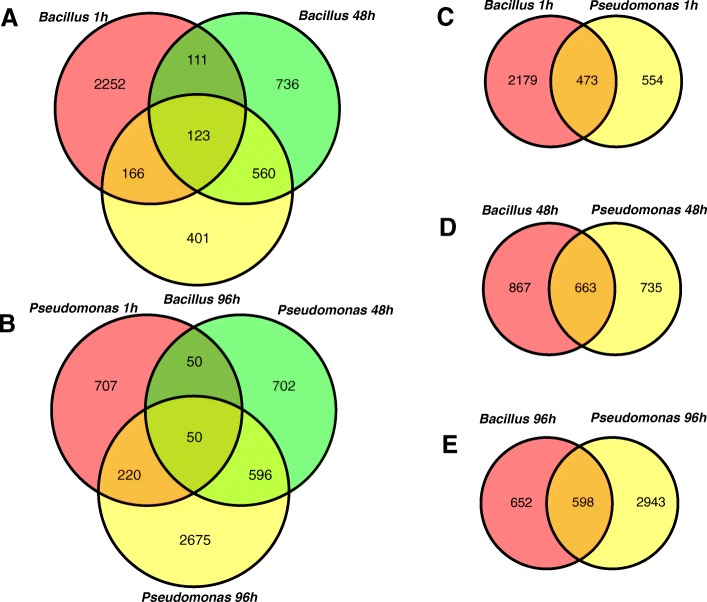
Venn diagram of differentially expressed genes (DEGs) at 1, 48 and 96 h post-inoculation with *Bacillus amyloliquefaciens* (Bs006) (**a**) and *Pseudomonas fluorescens* (Ps006) (**b**). Venn diagram of DEGs shared between *Bacillus amyloliquefaciens* and *Pseudomonas fluorescens* at 1 h (**c**), 48 h (**d**) and 96 h (**e**) post-inoculation

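Of the DEGs with *B. amyloliquefaciens*, 1635 were found at 1 h alone, 437 at 48 h alone and 285 at 96 h alone. A further 48 were shared by 1 and 48 h, 76 by 1 and 96 h and 368 by 48 and 96 h, and 60 were found at all 3 time points. With *P. fluorescens*, 310 DEGs were found at 1 h alone, 487 at 48 h alone and 2161 at 96 h alone, 14 were shared by 1 and 48 h, 86 by 1 and 96 h and 406 by 48 and 96 h, and 18 were found at all 3 time points. The 3 lists of each bacterium share their control libraries. Simulated unchanged groups gave from 67 to 103 genes at all 3 time points for lists of the sizes found with *B. amyloliquefaciens*, and from 65 to 81 for those with *P. fluorescens*. These lists were taken by rank of p, and at an FDR under 0.05 the simulated data gave 0 such genes. With DESeq2 in place of edgeR, 212 and 94 genes were found at all 3 time points. Fits without 1 of the libraries compared gave from 10 (without replicate 1 of the 1-h control) to 102 (without replicate 1 at 1 h) for *B. amyloliquefaciens*, and from 0 (without any 1 of the replicates of the 1-h control) to 65 (without replicate 2 at 96 h) for *P. fluorescens*. The number for *B. amyloliquefaciens* was 122 without replicate 2 at 96 h with *P. fluorescens*. Whether a gene found at 1 time point alone differed between time points was not tested.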

### Gene ontology enrichment analysis of DEGs

A gene ontology (GO) enrichment analysis was performed across six treatments and these were compared with the reference control after the first hour to have a better understanding of the functional classes of DEGs for each treatment. Figure 3 shows the hierarchical clustering and significance of GO Plant Slim-terms over time for both PGPRs. *Bacillus* and *Pseudomonas* treatments at 1 h share similarities, meanwhile *Bacillus* at 48 and 96 h are also similar, suggesting differences in timing possibly due to levels of bacterial colonization or the induction of distinct metabolic pathways at different times triggered by the PGPR.

**Fig. 3:**
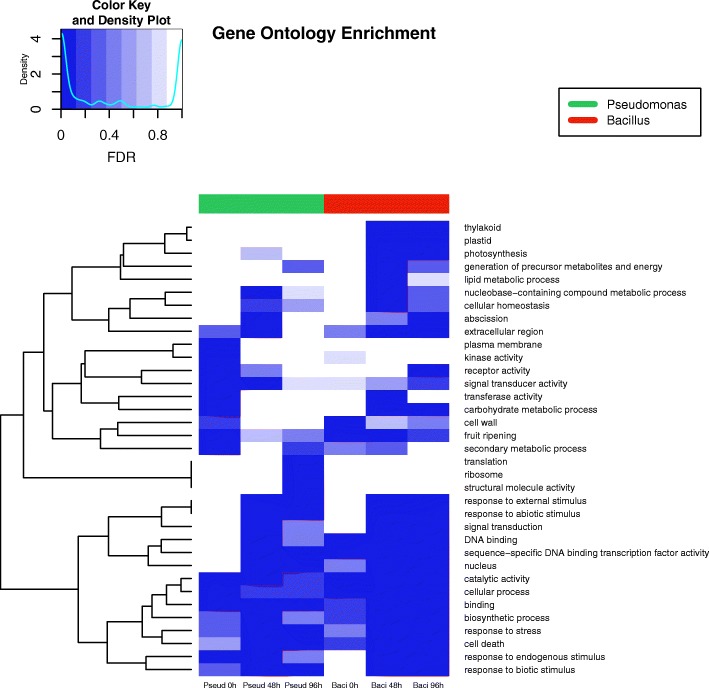
Hierarchical clustering and heat map of the gene ontology enrichment analysis results at 1, 48 and 96 h post-inoculation with *Bacillus amyloliquefaciens* (Bs006) and *Pseudomonas fluorescens* (Ps006)

Gene ontology enriched terms can be grouped into four distinct classes: transcription factors (sequence-specific DNA binding transcription factor activity); genes involved in response to stimuli (stress, external, biotic, abiotic, endogenous); genes involved in cell proliferation (structural molecule activity, ribosome, translation); and genes involved in energy production (generation of precursor metabolites and energy, lipid metabolic process, plastid, thylakoid, photosynthesis) (Table 1). On the other hand, genes involved in cell proliferation are enriched only in *Pseudomonas* at 96 h, and genes involved in energy production are enriched only in *Bacillus* at 48 h. Transcription factors and genes involved in response to stimuli are enriched in samples inoculated with both rhizobacteria at multiple points in time: in *Pseudomonas* at 48 and 96 h, and in *Bacillus* at 48 and 96 h (Table 1).

**Table 1:**
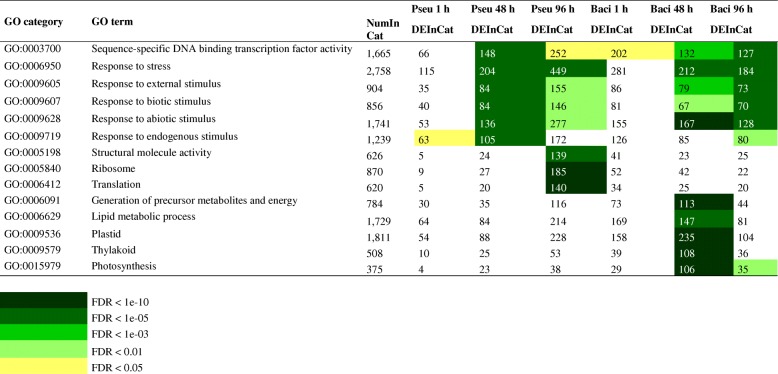
Gene ontology enrichment analysis. List of 14 gene ontology enriched terms with a FDR < 0.05 in at least one of the treatments: Pseu 1 h (*Pseudomonas fluorescens* 1 h post-inoculation), Pseu 48 h (*Pseudomonas fluorescens* 48 h post-inoculation), Pseu 96 h (*Pseudomonas fluorescens* 96 h post-inoculation), Baci 1 h (*Bacillus amyloliquefaciens* 1 h post-inoculation), Baci 48 h (*Bacillus amyloliquefaciens* 48 h post-inoculation), Baci 96 h (*Bacillus amyloliquefaciens* 96 h post-inoculation). NumInCat: number of expressed genes across all experiments (background) in each gene ontology category. DEInCat: number of differentially expressed genes for each gene ontology category in each treatment

### Transcription factors differentially expressed in response to PGPR

Transcription factors (TFs) interact with specific DNA sequences to modulate gene expression levels. Additionally, a transcription factor is involved in developmental processes, response to intracellular signals, response to the environment, cell cycle control, and pathogenesis, among others. Differentially expressed transcription factors were found not to have large overlaps at the points in time evaluated. However, there was some overlap between strains Bs006 and Ps006 at similar points in time, but there were also a number of specific TFs elicited by each PGPR. It is clear that there are specific interactions and levels of response of TFs in the plant that vary with the PGPR *Bacillus amyloliquefaciens* (Bs006) or *Pseudomonas fluorescens* (Ps006), as well as with the times after inoculation. Interestingly, *Bacillus amyloliquefaciens* Bs006 starts with 171 differentially expressed TFs in the first hour post-inoculation. However, this effect tapers off in time, with only 30% of transcription factors differentially expresses after 96 h. In the case of *Pseudomonas fluorescens* Bs006, the effect is opposite. This treatment starts with 35 differentially expressed transcription factors one hour after inoculation, but these increase significantly to 182 genes at a later time after inoculation. This fact could also be closely related to the level of bacterial colonization over time. Figure 4 shows a hierarchical clustering and heat map of differentially expressed genes in the gene ontology category sequence-specific DNA binding transcription factor activity (GO:0003700).

**Fig. 4:**
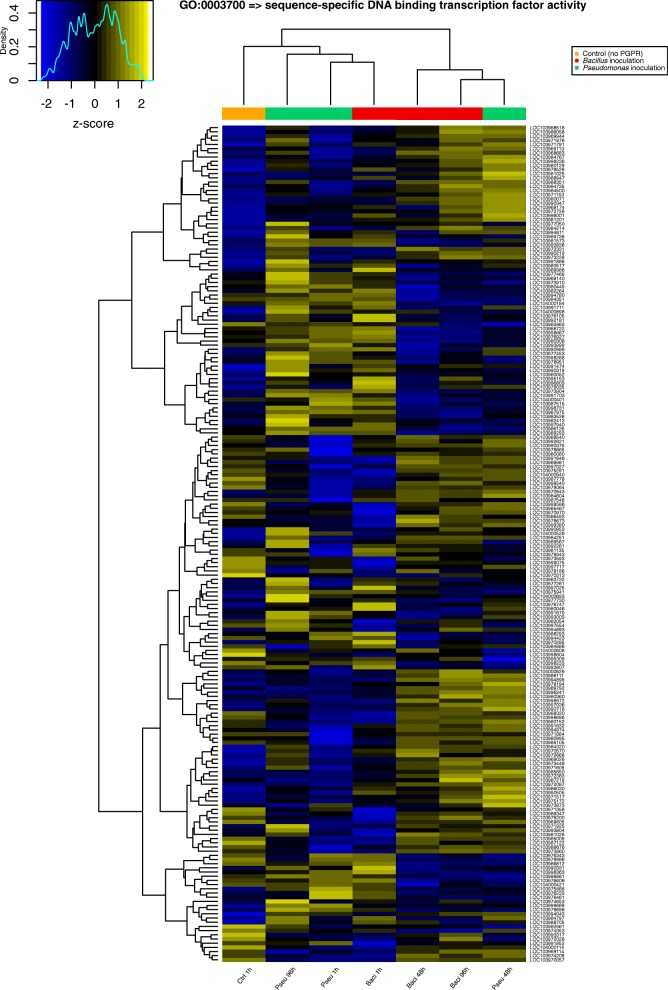
Hierarchical clustering and heat map of differentially expressed genes in the gene ontology category sequence-specific DNA binding transcription factor activity (GO:0003700). Samples inoculated with *Bacillus amyloliquefaciens* (Bs006), *Pseudomonas fluorescens* (Ps006), and the control (no PGPR inoculated) are depicted in red, green, and orange, respectively. Only top 200 genes (ranked by fold-change) are shown

### *Changes in banana gene expression in response to Bacillus amyloliquefaciens* Bs006 *and Pseudomonas fluorescens* Ps006 *evaluated using ddPCR*

The PGPRs *B. amyloliquefaciens* Bs006 and *P. fluorescens* Ps006 induced significant changes in the gene expression in banana cv. Williams seedlings. In this study experimental validation trials on 22 selected genes involved in plant growth promotion, defense and biotic or abiotic stresses were performed (Table 2). 

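Table 2 lists 22 genes by the treatments in which they were differentially expressed at all 3 time points, which makes 84 pairs of a gene and a comparison with the 1-h control. Over all genes tested, 68 of the 84 pairs had an FDR under 0.05, 46 with an increase and 22 with a decrease. Adjusted over the list alone, 84 pairs did, but the list was chosen on these samples and this count is not independent evidence. In 11 of the 22 genes, all the pairs stated in Table 2 had an FDR under 0.05. By treatment, 45 of 54 pairs with *B. amyloliquefaciens* and 23 of 30 with *P. fluorescens* did. The count of 68 was 82 with edgeR's exact test. It was 31 without replicate 1 or without replicate 2 of the 1-h control, and 34 without replicate 3. With the same-time control as reference, 0 of the 56 pairs at 48 and 96 h had an FDR under 0.05, 9 had an unadjusted p under 0.05, and the sign of the change was opposite in 20.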

The expression levels of these 22 genes related to PGPR effects were validated using droplet digital PCR (ddPCR) and with this technique, it was confirmed that the genes evaluated are differentially expressed in the presence of the two rhizobacteria as shown also by RNA-seq. The experimentally validated genes were categorized into several types of functions associated with PGPR effects on growth: root growth, foliar growth, flowering, metabolism, defense, stress, photosynthesis and their trends were plotted (Figs. 5, 6). 

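The treatments were compared directly at each time point. At 1 h, 555 genes differed between *P. fluorescens* and *B. amyloliquefaciens*, 152 higher and 403 lower with *P. fluorescens*. This count was 5 without replicate 3 at 1 h with *P. fluorescens*, 6 without replicate 3 at 1 h with *B. amyloliquefaciens*, 2239 without replicate 1 at 1 h with *B. amyloliquefaciens*, 1395 without replicate 2 at 96 h with *P. fluorescens*, which is not compared at 1 h, and 0 when only the 6 libraries were fitted, with 6573 genes at an unadjusted p under 0.05. At 48 h, 0 genes differed by edgeR's quasi-likelihood test, with 2077 at an unadjusted p under 0.05. Without replicate 1 at 48 h with *B. amyloliquefaciens*, 24 genes differed, and 11 did with the replicate number as a block. The count at 48 h stayed at 0 with no filter and when only the 6 libraries were fitted. DESeq2 gave 2295, 133 and 2455 genes at 1, 48 and 96 h, and edgeR's exact test 1352, 78 and 1749. At 96 h, 1081 genes differed, 926 higher and 155 lower with *P. fluorescens*, from 100 (without replicate 2 at 96 h with *B. amyloliquefaciens*) to 6710 (without replicate 2 at 96 h with *P. fluorescens*) when 1 library was left out, and 0 when only the 6 libraries were fitted, with 3275 genes at an unadjusted p under 0.05. The change from 1 to 96 h differed between the treatments in 871 genes, with a larger rise or smaller fall with *P. fluorescens* in 692 and the opposite in 179. That count was from 272 (without replicate 3 at 1 h with *B. amyloliquefaciens*) to 3881 (without replicate 2 at 96 h with *P. fluorescens*) when 1 library was left out, and 0 when only the 4 groups were fitted, with 4977 genes at an unadjusted p under 0.05.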

The RNA-Seq data showed that *Bacillus* induce a response earlier than *Pseudomonas* (Fig. 2). However, this difference in the timing of response between *Bacillus* and *Pseudomonas* was not observed by ddPCR. It is not clear why we were not able to observe a correlation between RNA-Seq and ddPCR

**Table 2:** Genes and sequences of primers used for validation by droplet digital PCR (ddPCR)

Locus	Gene name	Product length (nt)	Primer F (5′- > 3′ on plus strand)	Primer R (5′- > 3′ on minus strand)	Tm (Celsius)	G + C (%)
6 Genes: Six genes selected because they are differentially expressed in three temporary evaluation points (1 h, 48 h and 96 h) in *Bacillus* and *Pseudomonas* treatments						
LOC103994690	L-ascorbate oxidase homolog	139	TCTCACCACCAGCCAATTCC	ATGCAGCAGAGACACAACGA	60	50–55
LOC103978608	Wound-induced protein 1-like	70	CTAACATGGTCCTCGGCTCG	AGTACACTCAGATCGGCCCT	60	55–60
LOC103988136	Cytochrome C	94	AACATGTTGCCCTGCTTGTG	TCAGGCAAGAGCCCATGAAA	60	50
LOC103998260	Cytochrome P450 714B3-like	136	ACTCTTCTCACAAGGCCGAC	TCAACTCTGCCCATGACACA	60	50–55
LOC103983858	Ubiquinol oxidase 2, mitochondrial-like	115	GCGGCTTGTTTGGTGTTTCT	AGGAACGTACCCAATGCTGG	60	50–55
LOC103999297	Palmitoyl-acyl carrier protein thioesterase, chloroplastic	140	TTAAGGCGCAAGCACAAACC	CAGAAAGCTCCAGTCAGGCA	60	50–55
4 Genes: Four genes selected because they are differentially expressed in three temporary evaluation points (1 h, 48 h, 96 h) under *Pseudomonas* treatment						
LOC103971944	Caffeic acid 3-O-methyltransferase	144	GGTGGAGGAGACGCCATTTT	CGGAATCACGGGAAGCAAGT	60	55
LOC103975393	Heat shock cognate 70KDa protein	143	ACGAGGGTGAGAGGACAAGA	GGCGGACACGTTTATGATGC	60	55
LOC103975709	Small heat shock protein	100	GCCTCAGCGACTACCTTACC	ATGCTACTGTCGAAGGCTGG	60	55–60
LOC103978845	Truncated transcription factor CAULIFLOWER	108	GCTCTACGAGTACTCCACCG	TCCTGGGATTCAGTGTCTGC	60	55–60
12 Genes: Twelve genes selected because they are differentially expressed in three temporary evaluation points (1 h, 48 h, 96 h) under *Bacillus* treatment						
LOC103998403	Heat shock cognate 70KDa protein 8	71	ATCGGCCTAGGTGAAGATGG	TGTCGTCACCGGTTGTTTCA	60	50–55
LOC103986775	U-Box domain-containing protein 21-like	74	CTCATGTCGGCAACTCTCGT	CGTCCAAATCCCCAGACCTC	60	55–60
LOC103997576	Horcolin	78	TAACGCTGGGGACATCATCG	CCACCGTAGTGTTGGGTCTC	60	55–60
LOC103991351	Leucine-rich repeat extensin-like protein 4	81	CACCTGAGTGCATGGGGATT	CCCTAGAGCAAGCTACAGCC	60	55–60
LOC103971548	Cyclic dof factor 3-like	86	GCACAGGCTTCTGATCTGGT	GCCTTGACAAACCTTGCCTG	60	55
LOC103976748	CASP-like protein 4D1	89	AATGGCCTCTTCGACCAAGG	TGACGACGAGGGAAACCAAG	60	55
LOC103987539	U-Box domain-containing protein 21-like	89	CCACGCGATACGGAAGATGA	TCACCGGAATCTTAGGCGTG	60	55
LOC103990849	Serine/threonine-protein kinase	115	AACTGATCGGGTACTGCTGC	GACCACGGCAACGAAGAAAC	60	55
LOC103972371	Cycle dof factor 3-like	131	CGCACAGCTATTGCACGAAA	AGCTCCCAAATCACATGGCA	60	50
LOC103989093	Abscisic stress-ripening protein 2	139	TCGGAGACTGCCTACTCTGG	CGCCCATCTTTCCGAGATGT	60	55–60
LOC103985511	Trascription factor Bhlh 130	143	TCTCGTCGAGGCAAAACTCC	GGAATCGTCCCAAGAGCCAA	60	55
LOC103977424	Pectinesterase-like	150	GGGAACCACCGTTACGACAT	GCTGTTGGCAATGAGTGAGC	60	55

**Fig. 5:**
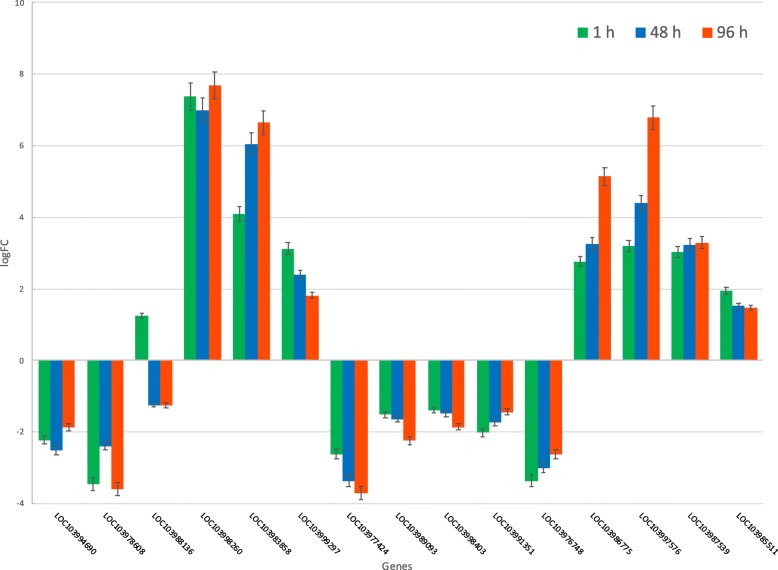
Gene expression trends for banana DEGs in response to *Bacillus amyloliquefaciens* (1 h, 48 h, 96 h). Gene expression trends for 15 experimentally validated banana genes that were differentially expressed with *Bacillus amyloliquefaciens* (Bs006) treatments at 1 h (green bars), 48 h (blue bars) and 96 h (red bars). The first 6 genes are common with plants treated with *Pseudomonas fluorescens*

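Horcolin (LOC103997576) had 5.88 ± 3.31 CPM (SD, n = 3) in the 1-h control and 54.0 ± 41.2, 123 ± 94.5 and 654 ± 145 CPM (SD, n = 3 each) at 1, 48 and 96 h with *B. amyloliquefaciens*. Its log2 fold change was 3.20 (standard error 0.88) at 1 h, 4.39 (0.93) at 48 h and 6.80 (1.03) at 96 h, with an adjusted p of 0.03, 0.00986 and 0.000463 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 96 h the change held in the 6 fits that each left out 1 library, and at 1 h it held in 1 of 6. Compared with the control of the same time point, its log2 fold change was 2.00 at 48 h and 0.22 at 96 h, with an unadjusted p of 0.0247 and 0.782 and an adjusted p of 0.671 and 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The wound-induced protein 1-like gene (LOC103978608) went the other way. It had 94.6 ± 17.5 CPM in the 1-h control and 8.59 ± 5.14, 18.0 ± 6.94 and 7.75 ± 2.34 CPM (SD, n = 3 each) at 1, 48 and 96 h, log2 fold changes of -3.46 (standard error 0.49), -2.39 (0.47) and -3.61 (0.49), each with an adjusted p under 0.05 in the 6 fits that left out 1 library. Its log2 fold change was -0.41 against the 48-h control and 0.35 against the 96-h control. Cytochrome C (LOC103988136) was higher at 1 h, with a log2 fold change of 1.25 (standard error 0.37, adjusted p = 0.0418, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and this change held in 1 of the 6 fits that left out 1 library. It was lower at 48 h, -1.25 (0.37), and at 96 h, -1.26 (0.37), where it did not pass the threshold (adjusted p = 0.0608 and 0.0649, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with ranges over the alternatives from 0.0126 to 0.137 and from 0.0125 to 0.0745). Both passed with DESeq2 and with edgeR's exact test. Compared with the control of the same time point, the log2 fold changes were 0.08 and 0.14, and a difference between the time points was not tested.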

**Fig. 6:**
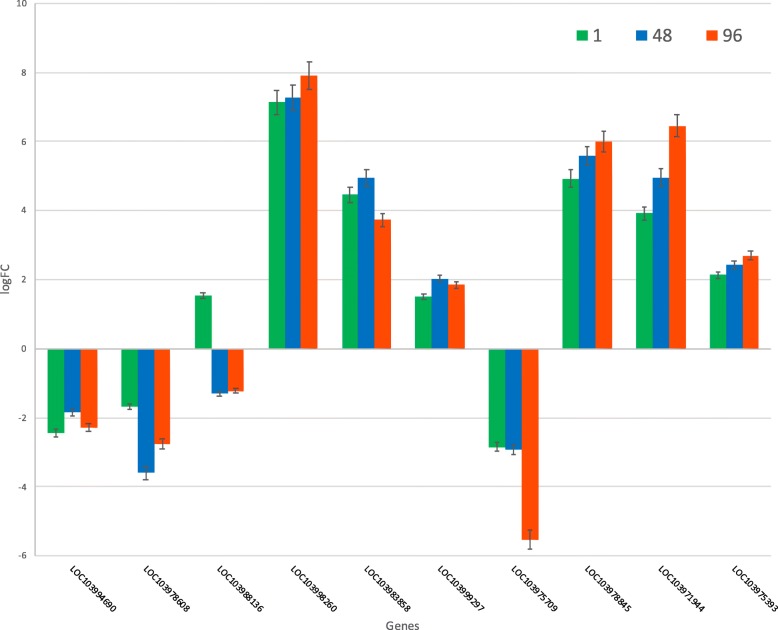
Gene expression trends for banana DEGs in response to *Pseudomonas fluorescens* (1 h, 48 h, 96 h). Gene expression trends for 10 experimentally validated banana genes that were differentially expressed with *Pseudomonas fluorescens* (Ps006) treatments at 1 h (green bars), 48 h (blue bars) and 96 h (red bars). The first 6 genes are common with plants treated with *Bacillus amyloliquefaciens*

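Small heat shock protein (LOC103975709) had 141 ± 49.3 CPM (SD, n = 3) in the 1-h control and 19.6 ± 9.71, 18.8 ± 12.2 and 3.04 ± 2.22 CPM (SD, n = 3 each) at 1, 48 and 96 h with *P. fluorescens*. Its log2 fold change was -2.84 (standard error 0.80), -2.91 (0.81) and -5.54 (0.92), with an adjusted p of 0.0736, 0.0459 and 0.00157 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The decrease at 1 h passed the threshold with edgeR's exact test (adjusted p = 0.0155), with a range from 0.00153 to 0.0765 over the alternatives that kept all libraries of the comparison. The decrease at 48 h did not pass with the share of read pairs with more than 1 alignment as a covariate, added after the data were seen (adjusted p = 0.0551 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a range from 0.00353 to 0.0551 over these alternatives). With 1 library left out, the decrease at 96 h held in 6 of 6 fits and that at 48 h in 0. Its log2 fold change against the 48-h control was -0.63 (adjusted p = 0.991, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Caffeic acid 3-O-methyltransferase (LOC103971944) rose from 0.26 ± 0.401 CPM to 23.3 ± 9.22 CPM (SD, n = 3 each) at 96 h, a log2 fold change of 6.45 (standard error 1.37, adjusted p = 0.00686, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1 of the 3 control libraries held 11 of the counts and the others 0 and 1. The increase at 96 h held in 6 of 6 fits that left out 1 library, and did not pass when only the 6 libraries were fitted (adjusted p = 0.0596 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a range from 5.65e-07 to 0.0596 over the alternatives). At 1 and 48 h its log2 fold change was 3.93 (standard error 1.28) and 4.96 (1.31), with an adjusted p of 0.119 and 0.0349 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the increase at 48 h held in 2 of the 6 fits. The change at 1 h did not pass the threshold, but did with DESeq2, with edgeR's exact test and when only the 6 libraries were fitted, with a range of adjusted p from 0.0116 to 0.123 over the alternatives to edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A heat shock cognate 70 kDa protein (LOC103975393) is of a gene family in which reads shared by near-identical copies could be left uncounted. Its level rose from 72.4 ± 35.5 CPM to 470 ± 330 CPM (SD, n = 3 each) at 96 h. The log2 fold change was 2.70 (standard error 0.66, adjusted p = 0.0132, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This increase held in 3 of the 6 fits that left out 1 library. When only the 6 libraries were fitted it did not pass (adjusted p = 0.0939 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a range from 0.000265 to 0.0939 over the alternatives). At 1 and 48 h the log2 fold change of this gene was 2.13 (standard error 0.64) and 2.43 (0.65), with an adjusted p of 0.0937 and 0.0373 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The change at 1 h thus did not pass the threshold, and over the alternatives to edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment its adjusted p was from 0.00467 to 0.0974, under 0.05 with DESeq2, the exact test, the replicate block and the fit to only the 6 libraries. That at 48 h held in 2 of the 6 fits that left out 1 library and did not pass with the covariate or when only the 6 libraries were fitted (range of adjusted p from 0.0021 to 0.061 over the alternatives to edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Compared with the 96-h control, the log2 fold changes of these 3 genes were -0.96, 2.16 and 1.38, with an adjusted p of 0.509, 0.253 and 0.194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.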

A large and diverse group of banana genes specifically triggered either by *P. fluorescens* Ps006 or by *B. amyloliquefaciens* Bs006 were genes associated with plant growth promotion, stress response and defense. Several of the genes identified in this study were connected to major plant growth stages and include: cytochrome C, U-Box domain-containing protein 21-like, and serine/threonine-protein kinase (embryonic development), leucine-rich repeat extensin-like protein 4, (cell differentiation and morphogenesis), CASP-like protein 4d1, transcription factor Basic Helix-Loop-Helix Protein bHLHP, pectinesterase-like (root growth), cytochrome C (nutrient transport), truncated transcription factor CAULIFLOWER and U-Box domain-containing protein 21-like (flowering), abscisic stress-ripening protein 2, as well as (fruit maturation) truncated transcription factor CAULIFLOWER and pectinesterase-like genes. Additionally, other genes were closely associated with plant growth promotion and include: cytochrome P450, caffeic acid 3-O-methyl transferase, horcolin, and cyclic dof factor.

### Genes related to plant promotion and growth

PGPR are involved in various biotic activities of the soil ecosystem to make it dynamic for turnover and sustainable for crop production [24]. They competitively colonize plant root systems and enhance plant growth through different mechanisms. Plant cytochrome C (CYTC) is preferentially expressed in root and apical meristems [25] and its knock-out results lethal and in an arrest of embryonic development. In the current in vitro study, with the presence of *B. amyloliquefaciens* Bs006 and *P. fluorescens* Ps006, seedlings of banana cv. Williams expressed the CYTC gene LOC103988136 that was transcriptionally overregulated 6.8-fold and 24.58-fold, respectively, at 1 h post-inoculation (Fig. 7a). Another activated gene found and belonging to the U-Box family was FB. This transcription factor belongs to one of the largest gene families related to cellular protein degradation (ubiquitinization), that regulate important processes such as cell growth, embryogenesis, floral development, and plant growth. In chickpea, more than 285 F-box genes are located in 8 chromosomes, showing a synteny with oat, *Lotus* and *Arabidopsis* genes [24]. The LOC103987539 gene was regulated 10.32-fold in the presence of *Bacillus amyloliquefaciens* Bs006 (Fig. 7a) and also the gene LOC103986775 elicited by *Bacillus amyloliquefaciens* Bs006 reported a fold change value of 2.34 (Fig. 7a). In this study we found that the gene LOC103990849 was overexpressed in the plants treated. This gene described as a serine/threonine-protein kinase, normally occurs early during somatic embryogenesis of banana growth. Recently, this gene has been observed as differentially expressed in banana, specifically in somatic embryogenesis routes [26]. Using a cDNA-AFLP approach, these researchers detected the early expression of kinase serine/threonine-protein kinase in growing cells in *Musa accuminata* ssp. *malaccensis* [26]. This gene showed a 3.84-fold expression difference in seedlings treated with *B, amyloliquefaciens* BS006 (Fig. 7b) in the banana cv. Williams transcriptome. Plant architecture is an essential component in its growth and development. 

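The leucine-rich repeat extensin-like protein 4 gene (LOC103991351) had 35.7 ± 6.98 CPM (SD, n = 3) in the 1-h control and 8.80 ± 0.893 CPM at 1 h, 10.7 ± 4.43 CPM at 48 h and 13.2 ± 2.88 CPM at 96 h (SD, n = 3 each) with *B. amyloliquefaciens*. The 3 inoculated libraries lay under the 3 control libraries at each time point. The log2 fold change was -2.02 (standard error 0.41) at 1 h, -1.73 (0.40) at 48 h and -1.44 (0.40) at 96 h, with an adjusted p of 0.0048, 0.0173 and 0.0505 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The adjusted p at 96 h was 0.0106 with DESeq2 and 0.0307 with edgeR's exact test, and from 0.0106 to 0.0588 over all alternatives that kept the libraries. At 48 h it was from 0.00102 with DESeq2 to 0.0647 when only the 6 libraries were fitted with edgeR. In fits without 1 library, the decrease at 1 h held in 6 of 6 fits and that at 48 h in 3. Compared with the control of the same time point, the log2 fold change was -0.54 at 48 h and 0.42 at 96 h.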

There are several genes that target these structures, such as LRXI (LOC103991351), a leucine-rich repeat extensor gene that normally is expressed in radicular hair cells and that was up-regulated by PGPR in the banana transcriptome. It has also been suggested that LRX1 is an extracellular component of a mechanism that regulates root morphogenesis and elongation by controlling the polarized growth or the formation and assembly of the cell wall. In this study, LOC103991351 showed a 6.01-fold change in banana cv. Williams inoculated with *B. amyloliquefaciens* (Fig. 7b). The CASP-like protein gene 4D1 is a member of the Casparian Strip Membrane Domain Protein family and a transmembrane protein involved in plant growth [27]. CASP-like 4D1, LOC103976748 was transcriptionally regulated in the presence of Bs006, with a fold change value of 6.03 (Fig. 7b). CASP-like 4D1, as well as the extensin LRX3, are influenced by the PGPR presence and are both actively involved in the construction of the plant cell wall [27, 28]. Expression of the gene LOC103985511, corresponding to a transcription basic helix-loop-helix protein was overregulated 2.56-fold in plants treated with *B. amyloliquefaciens* Bs006 (Fig. 7b). This gene is known for its role in the maturation and growth of root hairs and trichomes [29]. The members of this family interact with inhibitory proteins (GL1, MYB23, WER) or activators (GLABRA 1) of the MYB family and factor WD40, such as the MYB-bHLH-WD40 complex, which regulates the appearance and growth of trichomes and root hairs. In banana, some of these transcription factors (TF), including MADS, bHLH, WRKY, AP2-EREBP, MYB-related and NAC domain TF families are highly expressed in ripe fruits [30].

**Fig. 7:**
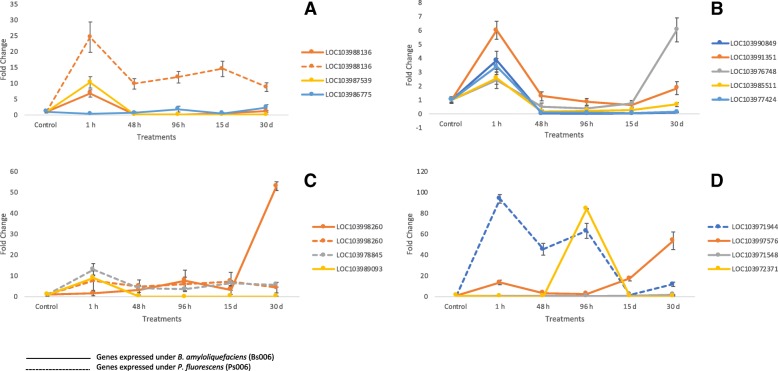
Genes expressed under *Bacillus amyloliquefaciens* (Bs006) and *Pseudomonas fluorescens* (Ps006) treatments. Genes related to growth promotion were expressed in ddPCR analyzes. (**a**) LOC103988136, LOC103987539, LOC103986775. (**b**) LOC103990849, LOC103991351, LOC103976748, LOC103985511, LOC103977424. (**c**) LOC103978845, LOC103989093, LOC103998260. (**d**) LOC103971944, LOC103997576, LOC103971548, LOC103972371

Pectinesterase (PE) is a ubiquitous cell wall-associated enzyme thought to be responsible for the demethylation of galacturonyl residues in high-Mr pectin. This enzyme has been reported in many plant tissues and has been implicated in many developmental processes, including cellular adhesion, stem elongation [31], pollen tube development [32], abscission [33], and fruit ripening [34]. A differentially expressed pectinestarase gene LOC103977424 found in this transcriptome analysis, was overregulated in about 3.40-fold in seedlings treated with *B. amyloliquefaciens* Bs006 (Fig. 7b). Up-regulation of the truncated transcription factor CAULIFLOWER (CAL) gene LOC103978845 was found in the presence of *P. fluorescens* Ps006. 

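The CAULIFLOWER gene LOC103978845 had 1 count in 1 of the 3 libraries of the 1-h control and 0 in the others, under the floor of 3 counts. With *P. fluorescens*, it had 11, 8 and 11 counts at 1 h, 29, 16 and 14 at 48 h, and 15, 6 and 57 at 96 h. It was thus at least 4.89-fold higher at 1 h, at least 7.42-fold higher at 48 h and at least 9.95-fold higher at 96 h, with an adjusted p of 0.0464, 0.0147 and 0.00717 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The change at 1 h did not pass with no filter or with the replicate number as a block, nor that at 96 h when only the 6 libraries were fitted, and over the alternatives to edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the adjusted p was from 0.00888 to 0.059 at 1 h and from 0.000329 to 0.0902 at 96 h. Its level was low, with 1.89 ± 2.07 CPM (SD, n = 3) at 96 h. The change at 1 h held in 0 of the 6 fits that left out 1 library, that at 48 h in 4 and that at 96 h in 5. Relative to the control of the same time point, the log2 fold change was 1.00 at 48 h and 1.05 at 96 h, with an adjusted p of 0.991 and 0.549 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.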

CAULIFLOWER is a member of the factors that regulate flowering. In addition, *P. fluorescens* Ps006 regulated LOC103978845 by 12.93-fold (Fig. 7c). CAL in cauliflower is known as AP1, and its counterpart in *Arabidopsis thaliana* are two duplicate genes in plants of the *Brassicaceae* family. CAL and AP1 are factors of the MADS-box family that are involved in plant development, mainly in sepal and petal differentiation. CAL is expressed early in seed maturation and has an active expression at the time of floral meristem development [35]. In this study, the abscisic stress-ripening protein 2 (ASR) gene, LOC103989093, was expressed with an 8.96-fold change in banana cv. Williams seedlings treated with *Bacillus amyloliquefaciens* Bs006 (Fig. 7c). ASR plays a role in plants in the metabolism of lipids, carbohydrates, amino acids, energy, structural proteins, as well as in other functions. A study on *Musa acuminata* and *M. balbisiana* gene expression and protein analyses revealed that ASR gene expression would be detected in meristem cultures, roots, pseudostems and leaves [36]. Another gene found overregulated when plants were treated with *P. fluorescens* Ps006 and *B. amyloliquefaciens* Bs006 (a 7.63-fold and a 52.96-fold increase, respectively) was LOC103998260, a cyt P450 714B3 gene (Fig. 7c). This gene catalyzes extremely diverse reactions leading to the precursors of structural macromolecules such as lignin, cutin, suberin and sporopollenin. P450 has been reported as an important protein in the ripening stages of the *Cavendish* banana, where a protein accumulation occurs in the skin and pulp of mature fruits, but not in the roots, ovaries, flowers and leaves [37]. LOC103971944, a gene related to a caffeic acid 3-O-methyltransferase (COMT) was transcriptionally up-regulated (93.65-fold) in seedlings by effect of a treatment with *B. amyloliquefaciens* Bs006 (Fig. 7d). The COMT gene in angiosperms is involved in multistage methylation reactions of hydroxylated monomeric lignin precursors [38]. In plants as alfalfa, strong downregulation of COMT resulted in decreased lignin content, as well as in a reduction in the total guaiacyl (G) lignin units and a nearly total loss of syringyl (S) units in monomeric and dimeric lignin degradation products [39].

An increased transcription of a horcolin gene-like (LOC103997576) with 53.56-fold change was found in banana cv. Williams plants treated with *B. amyloliquefaciens* Bs006 (Fig. 7d). The product of this gene is a protein originally found in embryonic tissue of barley (*Hordeum vulgare*), a lectin with an affinity for mannose. Horcolin, as well as jacalin are actively induced by the presence of gibberellins [40], which has been reported to be induced in cucumber by the presence of the PGPRs *Burkholderia cepacia* SE4, *Promicomonospora* sp. SE188 and *Acinetobacter calcoaceticos* SE370. Similar to horcolin, the genes LOC103971548 and LOC103972371(Fig. 7d), annotated as Cyclic Dof factor 3, were found overexpressed in the current study. These genes were transcriptionally regulated in 1.73-fold and 84.4-fold, respectively, in plants stimulated by *B. amyloliquefaciens* Bs006. The Cyclic Dof factor 3 has been involved in embryonic development, seed germination, control of flowering [41, 42], branching of shoots, and development of pollen, fruit and vascular tissues [43–45]. Furthermore, Dof TFs also participate in carbon metabolism [46] and other physiological processes such as nitrogen assimilation, phytochrome and cytochrome signaling, as well as plant hormonal signaling. Additionally, this process is regulated by environmental factors such as light, temperature and nutrients, as well as by phytohormones, in particular gibberellins (GA) and abscisic acid (ABA). The corresponding gene of this protein has influence in Dof Affecting Germination protein (DAG1), a repressor of light-mediated seed germination processes [47]. The newly found Dof protein MaDof23 in banana functions as a transcriptional repressor, interacting also with the transcriptional activator MaERF29. Some authors have suggested that these two proteins control banana fruit ripening by working antagonistically to regulate 10 ripening-related genes involved in cell wall degradation and aroma formation [48].

The expression of all these genes described until now would suggest that both PGPR assessed, *P. fluorescens* Ps006 and *B. amyloliquefaciens* Bs006, trigger plant growth related genes at all levels, probably by increasing nutrient supply in the rhizosphere and/or stimulating the ion transport system in roots. Furthermore, also biological events such as electron transport, redox, lipid and carbohydrate metabolism. PGPR influence soil features and their transformation from a sterile and a low quality environment into an arable land, i.e. revitalizing soil quality and potentiating plant growth.

### Genes related to stress

Abiotic and biotic stresses are the most influential limiting factors for agricultural productivity. PGPRs are soil inhabitants that exhibit significant capabilities to mitigate abiotic and biotic stress [49]. In this study important genes involved in stress response linked to the presence of either *P. fluorescens* Ps006 or *B. amyloliquefaciens* Bs006 were identified. Among these, we find CYTC, CYT P450, AOX2, ACP, and HSPs, as well as the transcription factors MYB, WRKY, Basic Helix-Loop-Helix Protein bHLHP and U-Box domain-containing protein 21-like.

Cytochrome C, described above as one of the promoting genes that regulated growth in banana cv. Williams, is normally expressed in the roots of plant seedlings when they are subjected to osmotic stress. This gene is induced especially when the plant must meet the energy demand due to increased oxidative respiration and increased reactive oxygen species (ROS), or oxygen free radicals [50, 51]. The CYTC gene is one of the three genes known to be involved in banana plant mitochondrial respiration [52], and its function is essential in the early stages of plant development, probably because of its role in cyanide-sensitive respiration [25]. It is possible that these changes do not necessarily indicate a direct effect of the bacteria on the expression of CYTC, since the in vitro system in which the banana cv. Williams seedlings were grown exposed them to respiratory stress in the controlled atmospheric conditions used. P450 is known as other protein actively involved in attempting to detoxify oxygen free radicals actively released under the in vitro stress conditions, similar to those in which the banana cv. Williams seedlings were grown in the current study [37, 52].

Under stress conditions, as well as in senescence and hormonal response, plants trigger the expression of genes like the U-Box transcription factor. Another gene found differentially expressed in the current study was the Ubiquinol oxidase 2, mitochondrial-like gene (AOX2). 

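AOX2 (LOC103983858) had 3, 1 and 8 counts in the libraries of the 1-h control, 0.242 ± 0.201 CPM (SD, n = 3). With *B. amyloliquefaciens*, it had 4.33 ± 2.85 CPM at 1 h, 16.7 ± 13.7 CPM at 48 h and 25.4 ± 31.9 CPM at 96 h (SD, n = 3 each), log2 fold changes of 4.08 (standard error 1.22), 6.02 (1.28) and 6.63 (1.31), with an adjusted p of 0.0446, 0.0102 and 0.00433 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With *P. fluorescens*, it had 5.62 ± 5.59 CPM at 1 h, 7.76 ± 9.80 CPM at 48 h and 3.34 ± 3.18 CPM at 96 h (SD, n = 3 each), log2 fold changes of 4.43 (standard error 1.23), 4.94 (1.24) and 3.71 (1.21), with an adjusted p of 0.07, 0.0261 and 0.0529 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The changes at 1 and 96 h passed the threshold with DESeq2, with an adjusted p of 0.0012 and 0.00434, and ranged from 0.0012 to 0.07 and from 0.00434 to 0.122 over the alternatives that kept all libraries. With 1 library left out, the increases at 1, 48 and 96 h with *B. amyloliquefaciens* held in 1, 4 and 6 of 6 fits, and that at 48 h with *P. fluorescens* in 2. The increase at 1 h with *B. amyloliquefaciens* did not pass with the share of read pairs with more than 1 alignment as a covariate, added after the data were seen (adjusted p = 0.0573 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a range from 0.0019 to 0.0573 over the alternatives). Relative to the control of the same time point, the log2 fold change with *B. amyloliquefaciens* was 0.56 at 48 h and 0.56 at 96 h, and with *P. fluorescens* it was -0.52 and -2.36. Compared directly, the treatments differed in this gene by a log2 fold change of 0.35 at 1 h, -1.09 at 48 h and -2.92 at 96 h (*P. fluorescens* against *B. amyloliquefaciens*), with an adjusted p of 0.881, 0.934 and 0.119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.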

The AOX2 gene corresponds to an alternative oxidase (Alternative Oxidase AO3). In our study, the gene LOC103983858 (AOX2) was influenced by the presence of *B. amyloliquefaciens* Bs006 and *P. fluorescens* Ps006, with 0.57-fold and 10.19-fold, respectively (Fig. 8a). AOX2, just like its AOX3 isoform, is a mitochondrial intermembrane protein that functions in the alternative respiration pathway that confers cyanide resistance and is an important redox balance sensor, allowing the plant to have activity under conditions of biotic and abiotic stress [53, 54]. However, AOX2 and AOX3 are not only stress response proteins, since they also have links to several metabolic processes that include carotenoid biosynthesis, chlorine respiration, electron transport in photosystem I (PSI), and works as a regulator in the photosystem II (PSII) [55]. As was described above, the ASR gene (LOC103989093) was expressed in seedlings treated with *Bacillus amyloliquefaciens* Bs006. In banana meristem cultures mAsr1 and mAsr3 genes have been found to be induced by osmotic stress and wounding, meanwhile mAsr3 and mAsr4 were expressed after plant exposure to ABA in banana.

**Fig. 8:**
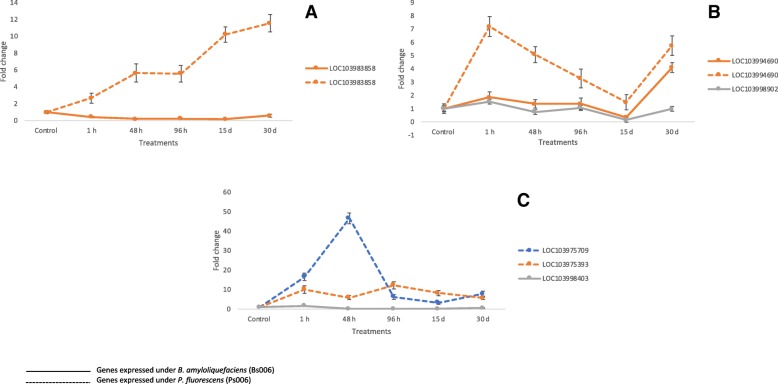
Genes expressed under *Bacillus amyloliquefaciens* (Bs006) and *Pseudomonas fluorescens* (Ps006) treatments. Genes related to stress were expressed in ddPCR analyzes. (**a**) LOC103983858. (**b**) LOC103994690, LOC103998902. (**c**) LOC103975709, LOC103975393, LOC103998403

Further, another gene regulated under stress conditions is the L-ascorbate oxidase homolog (AO). Mutations in this gene reduce the ability of the plant to respond to oxidative stress (reactive oxygen species) and to harmful levels of ozone [56, 57]. The AO enzyme is normally associated with glutathione and glutathione peroxidase activities. The associated AO-Glutathione, known as the heart of the redox hub, represents one of the major contributions to peroxide detoxification of hydrogen in the chloroplast [56, 57]. In the current study, the expression of the AO gene LOC103994690 resulted in a 4.09-fold change when banana seedlings were treated with *B. amyloliquefaciens* Bs006, meanwhile in the presence of *P. fluorescens* Ps006 it increased to 7.19-fold change (Fig. 8b). Additionally, another AO gene, LOC103998902, was also overexpressed in the presence of *B. amyloliquefaciens* Bs006 with 1.52-fold change value (Fig. 8b).

Additionally, the Heat shock cognate protein (HSPs) activity helps the correct formation of structures under thermal shock and protects against cellular function damage and during osmotic stress [58]. The production of HSPs), cold shock proteins and osmoregulation in bacteria regulates survival under adverse conditions. Furthermore, a small 70 KDa HSP was differentially expressed in the banana cv. Williams seedlings in the presence of *P. fluorescens* Ps006. The LOC103975393 gene showed a 12.5-fold change when overregulated in the presence of *P. fluorescens* Ps006 (Fig. 8c), meanwhile the LOC103975709 gene is up-regulated by 46.57-fold (Fig. 8C). In the case of plants responding to *B. amyloliquefaciens* Bs006, the gene LOC103998403 was up-regulated 1.57-fold (Fig. 8c).

### Genes related to defense

Plants establish beneficial, harmful, or neutral relationships with bacteria. PGPRs may act as molecular cues influencing plant defense [59]. One of the characteristics of the defense response of plants is the production of genes related to a wound-induced protein 1-like: The wound gene LOC103978608 belongs to a family of plant wound-induced protein sequences related to WI12 from *Mesembryanthemum crystallinum*. WI12 preferentially accumulates in the cell wall and may play a role in the reinforcement of cell wall composition after wounding occurs and during plant development [60]. This gene has been reported to be expressed in banana by both PGPR used in this study, suggesting its potential in an eventual response of the plant to damage caused by wounds or attack by pathogens. Following the treatment with *B. amyloliquefaciens* BS006, a gene 1.32-fold-change occured, whereas with plants treated with *P. fluorescens* PS006, the change increased reaching a 6.35-fold (Fig. 9).

**Fig. 9:**
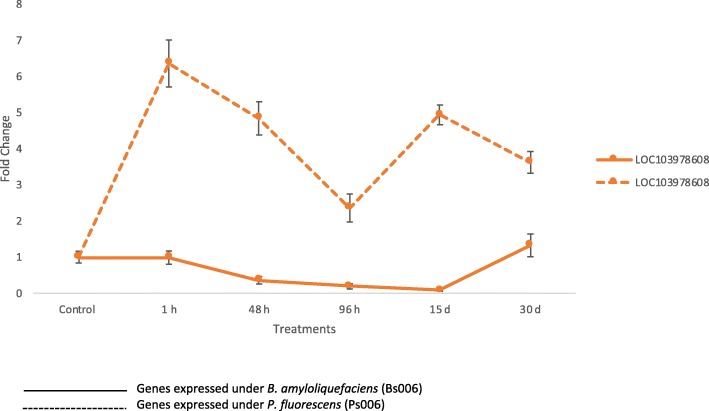
Genes expressed under *Bacillus amyloliquefaciens* (Bs006) and *Pseudomonas fluorescens* (Ps006) treatments. Genes related to defense were expressed in ddPCR analyzes. LOC103978608

## Discussion

Plants have always been in a symbiotic relationship with soil microbes (bacteria and fungi) during their growth and development. The symbiotic microorganisms of the free-living soil that inhabit the rhizosphere of many plant species have various beneficial effects on the host [61]. PGPR influence plant growth through direct and indirect mechanisms that contribute to improve the resistance of the plant to different pathogens.

In the case of genes related to plant promotion and growth (maturation, flowering, elongation, structure, differentiation and development), it is known that several mechanisms such as nutrient absorption or increase of nutrient availability by nitrogen fixation, mineralization of organic compounds, solubilization of mineral nutrients and production of phytohormones participate in plant growth [62]. Variations in plant response may be related to the interacting microbial strains or even the plant species. Direct mineral absorption enrichment occurs due to increases in individual ion fluxes on the root surface in the presence of PGPR, thus, increasing nutrient availability. These statements are supported by the fact that previous to this study, ca. 14 genes involved in the synthesis of cofactors, 25 genes implicated in potassium metabolism, 52 genes involved in nitrogen metabolism and 78 genes associated to phosphorus metabolism have been reported in the genome of *P. fluorescens* Ps006. In the case of *B. amyloliquefaciens* BS006, 20 genes are involved in the synthesis of cofactors, 51 in vitamins, 20 in pigments, 9 are involved in the metabolism of potassium, 31 in nitrogen metabolism and finally, 31 are involved in phosphorus metabolism [21, 22].

The expression of stress and defense genes in plants would be mediated by the action of PGPR, involving processes that helps plants to actively grow under abiotic or biotic stress conditions [63]. PGPR induce the production of repressive substances that increase the natural resistance to pathogens and pests [64]. These microorganisms participate in plant defense by producing hydrolytic enzymes as chitinases, cellulases and proteases, as well as various antibiotics, volatile organic compounds (VOC), exopolysaccharides (EPS) and siderophores that protect plants against pathogens, among others [24, 65].

The strain *P. fluorescens* Ps006 used in the current study in banana, has a genome that contains 193 genes for the response to environmental stress, as well as genes involved in plant health and defense, described as follows: 14 genes for bacteriocins and antibacterials synthesized ribosomally (peptides), 123 genes for resistance to antibiotics and toxic compounds, and 12 genes for invasion and intracellular resistance. On the other hand, the PGPR genome of *B. amyloliquefaciens* Bs006 contains genes related to plant stress, health and defense such as: 1 adhesion, 16 bacteriocins and antibacterial peptides synthesized ribosomally, 37 genes for antibiotic resistance and toxic compounds, 17 genes that regulate invasion and intracellular resistance, and 117 genes involved in latency and sporulation.

Based on the aforementioned, all these PGPR genes would have effects in the banana transcriptome outcome, since they are known to generate and elicit a specific response in plants. To better understand the direct and indirect interactions between banana roots and rhizobacteria, this study defined global transcriptome profiles at 0, 48 and 96 h after inoculation with the bacterial strains. The treated banana plants were compared with the control (plants not inoculated) at 0 h after bacterial exposure, and genes were considered differentially expressed when the FDR was < 0.05. The response of banana cv. Williams to *P. fluorescens* showed an increasing number of DEGs over time, i.e. 1027, 1398 and 3541 at 0, 48 and 96 h, respectively. Conversely, plants inoculated with *B. amyloliquefaciens* showed a decrease in the number of DEGs over time: 2652, 1530 and 1250 at 0, 48 and 96 h, respectively. These differences suggest that *Pseudomonas* and *Bacillus* colonize differently banana plant roots. Correlating these data with the colonization pattern evaluated through scanning electron microscopy (SEM) and confocal microscopy, the colonization took place preferably in defined regions of the elongation and differentiation zones of plant roots, as well as in lateral roots and the unions between roots. These results are consistent with those of a previous report published by Liu et al., 2016. In this study, the cells of *B. amylolyquefaciens* Bs006 colonize externally and begins with a very copious growth but decreases in the final evaluation times. Bacteria obtain several advantages when living in biofilms, including protection against predation, drying and exposure to antibacterial substances, and better acquisition of nutrients present in the plant environment [66]. According to authors biofilms provide survival sites for beneficial and opportunistic bacteria, also providing protection and increasing the potential of bacteria to survive and evolve in the plant environment [68]. Biofilms have been shown to improve (i) the behavior of individual bacteria or several members in the soil microbial community, and (ii) the health and productivity of plants as a result of the whole microbiome-host interaction [67]. This group suggests that somehow, the interaction and exchange of nutrients in the case of *B. amyloliquefaciens* Bs006 (external to the root) are depleted and show temporality. Moreover, in our study, bacterial cellulose could not be found within the banana root tissue, which indicates that the *Bacillus* strain used was not a banana root endophyte. In disease control studies, the population of the biological control agent decreased 15 days after inoculation, which was consistent with a previous study published [68]. Perhaps this reduction in the apparent population of the biological control agent resulted from the competition of indigenous microorganisms in the soil or the loss of plasmids [68].

This study corroborated that the colonization pattern of *P. fluorescens* Ps006 was endophytic, namely, that it was able to colonize inside the roots. This strain showed few signs and colonization in the roots during the first hour and after 48 h; however, and in contrast, after 96 h the bacterium initiated the endophytic colonization of the root. Somehow, this bacterium manages to enter into the plant and uses the entire energy, enzymatic and nutrient battery in a more stable way by being inside the plant. It is known that after penetration, the rhizobacteria/endophytes can move towards the xylem and be transported systemically to stems and leaves [69]. The surface of the bacterial cell would play a key role in bacterial aggregation, which in turn promotes bacterial dispersion, survival, and the ability to adhere to plant surfaces. Without any apparent damage to the plant, the endophytic colonization caused by bacteria would reflect their ability to adapt selectively to specific ecological niches that favor an intimate microbe-host association [70, 71]; furthermore, by using confocal laser scanning microscopy (CLSM) it was possible to demonstrate in olive root that cells of *Pseudomonas* spp. actively moved within the hair of the root quickly multiplying inside and progressing along the hair. In vines it has been reported that strain *Pseudomonas* PsJN colonized the rhizosphere, penetrated the roots and then migrated through all plant tissues within 94 h of bacterial application [70]. These reports are similar to the findings of this study, where the bacterial colonization of banana roots by *Pseudomonas* Ps006, became endophytic 96 h after inoculation. The similar colonization patterns of Ps006 observed in the current experiments would indicates that some in vitro microbe-host models could approach real soil conditions to a certain extent.

Additionally, in the validation of the genes by ddPCR the same DEGs behavior was also evidenced. A very high initial expression of *B. amyloliquefaciens* induced banana genes that was not persist in time because it decreased, compared to the response of *P. fluorescens*, which showed a timid initial response that was potentiated in the intermediate and final evaluation times. The tendency in many banana genes expressed by *P. fluorescens* interaction was maintained with a high value change in expression patterns, and most interestingly, persisted in time. The differences in banana gene expression induced by the two PGPR could be explained by contrasting colonization models showed by the two microorganisms.

With this study, the first banana cv. Williams transcriptome elicited by the PGPRs *B. amyloliquefaciens* Bs006 and *P. fluorescens* Ps006 is presented, contributing to a better understanding of the biological process that participates in these microbe-plant interactions.

## Conclusions

Bananas are an economically important fruit in many parts of the world. In the current study, the transcriptome of banana cv. Williams was sequenced in response to *Bacillus amyloliquefaciens* strain Bs006 and *Pseudomonas fluorescens* strain Ps006. Twenty-two genes were validated experimentally using ddPCR; these genes were categorized into several types of functions associated with promotion and growth, stress and defense.

In recently published data carried out by our laboratory, colonization studies conducted in banana with *B. amyloliquefaciens* and *P. fluorescens* revealed that both bacteria behave differently when colonizing plant roots [72]. *B. amyloliquefaciens* showed colonization on the surface of the roots through biofilms; whereas *P. fluorescens* showed an alternative colonization pattern extending as an endophyte that grows inside the roots.

Although a high colonization rate was found at the early stages of the interaction between *B. amyloliquefaciens* and the plant, it decreased over time. In contrast, the abundance of *P. fluorescens* increased gradually after inoculation. These observations suggest that somehow the interaction and exchange of nutrients in the case of *B. amyloliquefaciens* Bs006 (external to the root) decrease, showing temporality. *P. fluorescens* Ps006 conversely, colonizes endophytically banana roots 96 h after inoculation. This would reflect their ability to adapt selectively to specific ecological niches that favor a more intimate and stable association over time between *P. fluorescens* Ps006 and banana. Banana plants inoculated with *P. fluorescens* showed an increasing number of differentially expressed genes (DEGs) over time: 1027, 1398 and 3541 at 0, 48 and 96 h, respectively. On the other hand, the banana response to *B. amyloliquefaciens* showed a decrease in the number of DEGs over time: 2652, 1530 and 1250 at 0, 48 and 96 h, respectively (see Fig. 2). These differences suggest that *Bacillus* and *Pseudomonas* trigger a contrasting response that is closely related to their root colonization patterns in banana. The same trend was evidenced in the validation of the genes by ddPCR evaluated 15 and 30 days after inoculation.

## Methods

### Plant material

Banana (*Musa acuminata* Colla) cv. Williams (Cavendish subgroup, genome AAA) was used in this study. Mother plants of the Williams cultivar were obtained from the ex vitro Musa Bank at the research center C.I. Caribia, AGROSAVIA. Murashige and Skoog (MS) culture medium [73] supplemented with 0.1 g/l of myoinositol, 3 ppm of benzyl amino purine (BAP), 0.5 ppm of indole acetic acid (IAA), 1 ppm of vitamins (thiamine hydrochloride), and 30 g/l of sucrose was used, and adjusted to pH 5.7, for the micropropagation of banana seedlings (meristem extraction) in the laboratory. Seedlings were placed in the growth room under controlled conditions, with a temperature of 23 °C ± 1 °C during the day and 20 °C ± 1 °C during the night, at 16/8-h light/dark photoperiod, and with a relative humidity of 65% ± 10% for four weeks. The Murashige and Skoog (MS) culture medium was also used for the in vitro propagation and rooting of seedlings.

### Bacterial strains

*Bacillus amyloliquefaciens* strain Bs006 [21] and *Pseudomonas fluorescens* strain Ps006 [22] were isolated from *Physalis peruviana* roots and from *Furcraea* spp. in the departments of Boyacá and Cauca, Colombia, respectively. These two rhizobacteria were evaluated at the greenhouse level in banana cv. Williams plants for growth promotion. The bacterial strains were cultured on Luria Bertani agar medium (LBA; Sigma Chemical Company, St. Louis, Missouri, USA) and stored in LB liquid medium (LB; Sigma) with 15% glycerol at − 80 °C. The final inocula were obtained from a single colony inoculated in LB medium cultured in constant shaking at 28 °C for 48 h, and then adjusted to a concentration of 10^8^ CFUs ml^− 1^ with sterile distilled water.

### Planting and microbial inoculation

Seedlings of around 3 cm of height with three fully expanded leaves were transplanted into trays of 24 cones containing a substrate mixture with a proportion of 3: 1 (sand: alluvion). Substrate mixture was sterilized with Agrodine® (fungicidal and bactericidal) using 3 ml L^− 1^ of water for each 18 kg of substrate. Seedlings developed in the growth room under controlled conditions with a temperature of 23 °C/20 °C ± 1 °C day/night, with a 16/8-h light/dark photoperiod, and with a relative humidity of 65% ± 10% for a maximum period of 30 days (to perform the samplings in the five sampling times established). In vitro plants were inoculated once with 5 ml (10^8^ CFUs ml^− 1^) of the *B. amyloliquefaciens* strain Bs006 and *P. fluorescens* strain Ps006 inoculants. For experimental controls, 5 ml of sterile distilled-deionized water was added to plant preparations. For the purposes of sequencing the transcriptome in this investigation, three sampling times were chosen for three biological replicates at 1, 48 and 96 h. However, considering the growth time in the greenhouse (up to 30 days), gene expression was experimentally validated at five sampling times: 1, 48, and 96 h, and additionally after 15 and 30 days (Additional file 5, Figure S5).

### Experimental design and sampling

For the transcriptomic experiments, whole seedlings with three biological replicates per treatment were inoculated with two rhizobacteria strains (*B. amyloliquefaciens* strain Bs006 and *P. fluorescens* strain Ps006) at 1, 48, and 96 h, and after 15 and 30 days. Each treatment was removed from the container and macerated in liquid nitrogen for processing.

### RNA extraction

For each treatment, three biological replicates were used (three banana plants). A total of 45 corresponding samples were macerated in liquid nitrogen and transferred to 2 ml sterile microfuge tubes. Cold (4 °C) Plant RNA Reagent (600 μl; Invitrogen, Carlsbad, San Diego, USA) was added to the tubes followed by vortexing for 1 min and were then incubated on an inclined mixer for 5 min at room temperature. Samples were centrifuged at 12,000 g for 3 min at room temperature following the procedure according to Yockteng et al. [74]. The supernatant was transferred to a Phase Lock Gel tube (5 Prime, Gaithersburg, Maryland, USA) or a sterile RNase-free (USA Scientific, Inc., Ocala, Florida, USA) 2 ml microfuge tube. One hundred μl (100 μl) of sterile 5 M NaCl and 300 μl of chloroform-isoamyl alcohol (24:1) were added to each tube, and were well mixed by inversion; then, these were centrifuged at 12,000 g for 10 min at 4 °C. The aqueous (upper) phase was transferred to a sterile RNase-free microfuge. Four hundred and fifty microliters (450 μl) of LiCl 4 M (Fisher Chemical, New Jersey, USA) and 150 μl of isopropyl alcohol were added, and the tube was inverted, allowing total RNA to precipitate at − 20 °C for 1 h. Tubes were then centrifuged at 12,000 g for 25 min at 4 °C. Supernatants were removed with micropipettes being careful not to disturb the pellets. One milliliter (1 ml) of 75% (v/v) cold ethanol was added to the pellets followed by centrifugation at 12,000 g for 5 min at 4 °C. The ethanol was withdrawn with micropipette and the tubes were centrifuged again for 2 min to collect the residual liquid. Tubes were allowed to dry on ice for 15 min and the pellets were re-suspended in 20 μl of RNase-free water. To verify the quality of the RNA an electrophoresis gel was run and the degree of integrity (RNA integrity number RIN) of 7 or more was measured [74] using the Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., Waldbronn, Germany).

### *Musa acuminata* transcriptome sequencing

For the development of genomic libraries, the SureSelect Strand-Specific RNA Library Prep Kit for Illumina Multiplexed Sequencing was used (Agilent Technologies, Santa Clara, California, USA), following the manufacturer’s instructions. To establish the quality of the amplified product, the Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany) and Agilent DNA 1000 kit (Agilent Technologies) were used. The concentration of the library under a range of 200 to 400 bp peaks was monitored. The library construction was done with 200 bp inserts, 100 bp paired-end sequencing and 40 M reads per sample. Sequencing of the *Musa acuminata* transcript was performed in the Illumina Hi Scan SQ™ (Towne Center Drive, San Diego, California, USA).

### Preprocessing and quality control of RNA-seq

The Trimmomatic program version 0.32 [75] was used to remove sequence adapters and low quality bases using a sliding window length 4, cutting when the average Phred quality score fell below 20. The FastQC software version 0.11.2 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used for quality control, before and after trimming.

### Differential gene expression

The Banana Reference Sequence (RefSeq) genome and annotation files were retrieved from the National Center for Biotechnology Information (NCBI) included in the Genomes FTP repository (ftp://ftp.ncbi.nlm.nih.gov/genomes/Musa_acuminata/). Paired-end reads were mapped against the banana genome using the HISAT2 program version 2.0.0-beta [76] (https://ccb.jhu.edu/software/hisat2/index.shtml) with the *--no-unal* option and other parameters as default. Reads mapped to each gene feature were counted using the HTSeq software version 0.6.0 [77] with default parameters. Raw count tables from 27 samples were merged and low-expressed genes (genes with less than 1 read per million of reads in at least 3 samples) were removed prior to statistical analysis. Raw count data were normalized using the trimmed mean of M values (TMM) method [78]. Differential expression analyses were carried out using edgeR software version 3.10.5 [78]. Pairwise comparisons of three biological replicates belonging to each group were made compared to the 1-h control group as reference. *P*-values were adjusted using the Benjamini-Hochberg procedure [78] and genes with a false discovery rate (FDR) < 0.05 were considered differentially expressed genes (DEGs).

### Gene ontology (GO) annotation and enrichment

Banana protein-coding genes were mapped with the Gene Ontology Plant Slim-terms using the Blast2GO software version 3.0.11 [79]. Gene Ontology (GO) categories enriched in the lists of DEGs of banana were identified with the goseq software version 1.20.0 [80] and using the list of expressed genes in all samples as background. P-values provided by goseq were adjusted for multiple testing using the Benjamini-Hochberg procedure, and genes with a false discovery rate (FDR) < 0.05 were considered GO-enriched terms.

### Primer design for gene validation using droplet digital PCR (ddPCR)

Primers were designed using Primer-BLAST at NCBI (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). The design parameters employed are as follows: a) Product size = 70–150 bp; b) Tm = 58 – 62 °C with a maximum Tm difference of 2 °C; c) Search of pairs of primers specific to the desired PCR template was enabled. In this case ddPCR, d) Database = RefSeq mRNA Organism *Musa acuminata subsp. malaccensis* (taxid: 214687).

### Gene validation using droplet digital PCR (ddPCR)

#### Synthesis of cDNA

Five hundred nanograms (500 ng) of total RNA was used with reverse transcriptase in a 20-μl reaction mixture using SuperScript™ reverse transcriptase (Invitrogen) and 50 μM oligo dT, according to the manufacturer’s instructions. The reaction was incubated at 55 °C for 10 min, then inactivated at 80 °C for 10 min. To remove the RNA, 1 μl of *E. coli* RNase H was added and followed by incubation at 37 °C for 20 min. Product was quantified with the NanoDrop™ 2000 (Thermo Scientific, Wilmington, Delaware, USA), obtaining concentrations between 567 and 1222 ng/μl. Samples were stored at − 20 °C until used.

#### Droplet digital PCR (ddPCR)

*Musa acuminata* cDNA was quantified using the QX200™ Droplet Digital™ PCR system (Bio-Rad, Pleasanton, California, USA). The reaction mixture for Digital Droplet PCR (ddPCR) is as follows: 12 μl of ddGCR™ EvaGreen Supermix; 1.2 μl of the forward primer (250 nM); 1.2 μl of the reverse primer (250 nM); 4.6 μl of molecular grade water; and 5 μl of cDNA, for a final volume of 24 μl. The mixture was placed in an 8-channel DG8™ Droplet Generator Cartridge (Bio-Rad Laboratories. Hercules, California, USA) and 70 μl of droplet generation oil was added to the QX200™ Droplet Generator. Samples and oil were combined in the microchannels of the cartridge to generate an emulsion of up to 20,000 drops per sample. The oil droplet suspension was transferred to a 96-well microtiter plate and placed in the thermocycler. Cycle conditions were as follows: 95 °C for 5 min, 40 cycles of 95 °C for 30 s, and 59 °C for 1 min. Then, a stabilization phase was applied at 4 °C for 5 min followed by an increase to 90 °C for 5 min. The drops were then read automatically by the QX200 Droplet Reader using the QuantaSoft™ software (Bio-Rad).

## Additional Files

Additional File 1: **Figure S1.** Quality control analysis. Total number of millions of reads after trimming adapters and low-quality bases (upper panel). Percentage of mapped reads to the banana genome (bottom panel). Samples inoculated with *B. amyloliquefaciens* (Bs006), *P. fluorescens* (Ps006), and the control (no PGPR inoculated) are depicted in blue, red, and green, respectively.

Additional File 2: **Table S2.** Statistics and list of differentially expressed genes in samples inoculated with *B. amyloliquefaciens* (Bs006). 

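Table S2 lists for each gene the log2 fold change and FDR of the paper's comparison with the 1-h control. The copy of its full list for 1 h holds 1999 genes, fewer than the paper's 2652, and was not compared. The full lists for 48 and 96 h hold 1530 and 1250 genes, and all of them were among the genes tested. The log2 fold changes computed from the counts had the same sign in all 1530 and 1250 genes, with a median absolute difference of 2e-04 at 48 h and 5e-04 at 96 h and largest differences of 0.19 and 0.20. The DEGs found at 48 and 96 h with edgeR's quasi-likelihood test were all in the paper's lists. With edgeR's exact test, 1456 DEGs were found at 48 h, 1414 of them in the paper's list, and 1163 at 96 h, 1130 of them in the list.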

Results at different analysis times (1 h, 48 h, 96 h), shared genes between times, and those exclusively expressed at a specific time are in different tabs.

Additional File 3: **Table S3.** Statistics and list of differentially expressed genes in samples inoculated with *P. fluorescens* (Ps006). Results at different analysis times (1 h, 48 h, 96 h), shared genes between times, and those exclusively expressed at a specific time are in different tabs. 

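The full list of Table S3 for 1 h holds 1027 genes, and the log2 fold changes computed from the counts had the same sign in 1027 of them, with a median absolute difference of 3e-04 and a largest difference of 0.101. All DEGs found with edgeR's quasi-likelihood test were in this list, as were 978 of the 1055 DEGs found with edgeR's exact test. The copy of the full list for 48 h holds 1396 genes against the paper's 1398, and that for 96 h holds 1999 against the paper's 3541, and neither was compared.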

(XLS 10493 kb)

Additional File 4: **Table S4.** Statistics and list of differentially expressed genes shared between *B. amyloliquefaciens* (Bs006) and *P. fluorescens* (Ps006). Results at different analysis times (1 h, 48 h, and 96 h) are in different tabs. 

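Table S4 lists the genes that the paper found with both bacteria at the same time point, 473 at 1 h, 663 at 48 h and 598 at 96 h. The shared DEGs found from the counts with edgeR's quasi-likelihood test were all in these lists. They changed in the same direction with both bacteria, apart from 1 gene at 96 h.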

(XLS 2503 kb)

Additional File 5: **Figure S5.** (A) Clusters of banana seedlings inside the container. (B) Clusters of banana seedlings outside the container. (C) Individualization and rhizobacteria inoculation processes. (D) Plants inoculated with *Bacillus*. (E) Plants inoculated with *Pseudomonas*. (F) Control plants. Maintained in controlled conditions of temperature and photoperiod and sampled according to defined times: 1, 48, and 96 h, and 15 and 30 days after inoculation.

## Abbreviations

ddPCR: droplet digital PCR
DEG: Differentially expressed genes
PGPR: Plant growth-promoting rhizobacteria

How the deposited data were processed for this re-analysis (not part of the article)

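RNA-seq was analysed in 27 libraries of banana seedlings in 9 groups of 3 biological replicates, the control, *B. amyloliquefaciens* Bs006 and *P. fluorescens* Ps006 at 1, 48 and 96 h. Samples were mapped to conditions by their labels and the paper's methods. Columns of 0 further samples were present in the table of counts.

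The authors trimmed the reads with Trimmomatic, mapped them with HISAT2 to the banana RefSeq genome, whose build and annotation release the methods do not name, and counted them per gene with HTSeq at default parameters. The deposited values are whole-number counts per gene for each library, without normalization or filtering. HTSeq at default parameters counts no read with more than 1 alignment, so genes with near-identical copies lose counts. The deposited counts include 5 summary lines that name no gene (such as read pairs with more than 1 alignment, or on no gene), which held from 18.2% to 89.5% of the total of a library and were left out of library sizes and tests. The other 32757 features are genes and tRNAs, of which 547 had 0 counts in all libraries.

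From the counts, R 4.3.3 and edgeR 4.0.16 were used. Genes with more than 1 CPM in at least 3 libraries were kept (28349 genes), which is how the filter in the paper's methods was read. The counts were scaled by TMM, 1 model of the 9 groups was fitted to the 27 libraries, so that all groups share 1 estimate of the spread, and the comparisons were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an FDR under 0.05. The biological coefficient of variation was 0.517. The standard error of a log2 fold change is its size divided by the square root of the test's F value. CPM values use TMM-scaled library sizes. A group whose 3 libraries each held at most 3 counts of a gene was treated as at the floor, and the fold was then computed against the floor as a lower bound.

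Each treated group was compared with the 1-h control, as in the paper, and at 48 and 96 h with the control of the same time point. The treatments were compared with each other at each time point, and the change from 1 to 96 h was compared between them by an interaction term. The control groups at 48 and 96 h were compared with the 1-h control. The genes named are those the paper names in Table 2 and in its text on RNA-seq, and for each comparison with the 1-h control the DEG with the largest increase and that with the largest decrease, among DEGs with an average log2 CPM of at least 1 whose treated libraries all lie on one side of all control libraries. This rule and the alternatives were fixed before the data were examined, apart from the covariate named at the end of the next paragraph. From those largest changes, 4 identifiers are printed, because the table of gene names used here gives no product names. That table, for assembly Cavendish_Baxijiao_AAA, holds 30821 of the 32709 LOC identifiers, and no coordinates were taken from it, since the build of the counts is not named.

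The alternatives were no filter (32210 genes), DESeq2's size factors in edgeR, DESeq2 1.42.0, edgeR's exact test, a fit to only the groups compared, the replicate number as a block, each library left out in turn and, for the named genes, the control of the same time point. A covariate for the share of read pairs with more than 1 alignment was added after the data were seen.

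The count tests were tested on simulated data with 200 changed genes among 27972. The main setting found 80 of the 134 genes changed 4-fold or more, with 1 unchanged gene found and 0 wrong directions. DESeq2 found 106 of the 134 with 32 unchanged genes, the exact test 99 with 12, and the fit to only the groups compared 36 with 2. The simulated groups all had the same spread, so these values do not show how the tests behave when the spread differs between groups. Across the 27 pairs of libraries within groups, the counts differed by far more than the sampling noise (lowest chi-square per degree of freedom 22.3), so each library was counted as 1 replicate. The correlation of log2 CPM across genes within groups was from 0.758 to 0.958.

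Counts on genes were from 3021553 to 19626672 per library, with a median of 14241339. Counting error weighs most for genes near the floor. With 3 against 3 libraries, 10 splits are possible. The overlaps of lists that share control libraries were compared with 20 simulated data sets. In these, all 27 libraries were drawn anew around the levels of the 1-h control. Their spread was that shared by all groups, which may differ from that of the real control libraries.

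The enrichment of gene ontology categories and the transcription factors were not analysed here, since no table pairing genes with categories was used, and the planned gene set tests were not run. The growth measurements and the droplet digital PCR were not analysed here. The copies of the paper's lists for *B. amyloliquefaciens* at 1 h and for *P. fluorescens* at 48 and 96 h were shorter than the paper's numbers and were used for no comparison of lists.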

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

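The tests of the share of read pairs with more than 1 alignment, of depth and of labels were chosen only after the results were seen; the others were set before.

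The 48-h and 96-h control libraries, which the paper's comparisons do not use, carried a signal of their own. Control seedlings differed from the 1-h control in 862 genes at 48 h (461 higher and 401 lower) and in 1811 genes at 96 h (883 higher and 928 lower). Fits without 1 of the libraries compared gave from 306 (without replicate 1 of the 1-h control) to 562 DEGs (without replicate 3 of the 48-h control) at 48 h, and from 719 (without replicate 1 of the 1-h control) to 972 (without replicate 2 of the 96-h control) at 96 h. Without replicate 2 at 96 h with *P. fluorescens*, which is in neither comparison, they were 1389 and 2506. In each comparison, 1 of the 10 splits of the 6 libraries gave as many DEGs, the real one, and 10 splits are too few to tell it from chance. The late control libraries had a high share of read pairs with more than 1 alignment, 48.9% ± 14.9 at 48 h and 54.2% ± 17.7 at 96 h against 33.4% ± 6.59 at 1 h (SD, n = 3 each). With this share as a covariate the counts were 1326 (592 higher and 734 lower) and 3081, which argues against it as the whole source. In the fit to only the groups compared, 1646 genes were higher and 1761 lower at 48 h. Whether more genes were higher or lower at 48 h thus depended on the setting. The shallow library of control replicate 1 at 96 h is not the whole source either, since 787 DEGs were found without it. What stays open is the growth of the seedlings over 96 h, which is the biological explanation the design names, and any difference between harvests or library batches. Time point and harvest cannot be told apart in this design, and neither was tested.

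At 1 h, 555 genes differed between *P. fluorescens* and *B. amyloliquefaciens* by a direct test of the treatments. Of the 10 splits of the 6 libraries, 1 gave as many, which cannot be told apart from chance with so few splits. The count was 365 with the share of read pairs with more than 1 alignment as a covariate, so that share is not the whole source. It was 5 without replicate 3 at 1 h with *P. fluorescens*, 6 without replicate 3 at 1 h with *B. amyloliquefaciens*, 2239 without replicate 1 at 1 h with *B. amyloliquefaciens*, 1395 without replicate 2 at 96 h with *P. fluorescens*, and 0 when only the 6 libraries were fitted, with 6573 genes at an unadjusted p under 0.05. A difference between the bacteria in the early response stays open as a biological explanation and was not tested further.

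At 96 h, 1081 genes differed between the treatments by the direct test, 926 of them higher with *P. fluorescens*, and the change from 1 to 96 h differed between the treatments in 871 genes. As many DEGs were given by 3 of the 10 splits of the 6 libraries at 96 h, and 3 of the 100 label exchanges drawn (of 200 possible) gave as many for the change, a share under 0.05. The splits with more DEGs than the real one exchanged replicate 2 with *P. fluorescens* for replicate 1 (3104 DEGs) or replicate 3 (1935 DEGs) with *B. amyloliquefaciens*, and so kept replicates 1 and 3 with *P. fluorescens* together. The same held against the 96-h control, where 2 of the 10 splits gave as many as the 1832 DEGs, the other one with 3382. With the share of read pairs with more than 1 alignment as a covariate, the counts were 918 at 96 h, 348 for the change and 1066 against the 96-h control, which argues against that share as the whole source. Without replicate 2 at 96 h with *P. fluorescens* they were 6710, 3881 and 7688. Without replicate 2 of *B. amyloliquefaciens* at 96 h the first was 100, without replicate 3 of *B. amyloliquefaciens* at 1 h the second was 272, and without replicate 2 of the 96-h control the third was 303.

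The counts at 96 h were low without either of replicates 1 and 3 with *P. fluorescens*, but not only without these. Between the treatments they were 434, 100 and 186 without replicate 1, 2 or 3 with *B. amyloliquefaciens* at 96 h. Against the 96-h control they were 762, 303 and 612 without replicate 1, 2 or 3 of that control. For the change they were 478, 527 and 522 without those of *B. amyloliquefaciens* at 96 h, and 2032 without its replicate 1 at 1 h. Without replicate 1, 262 genes differed between the treatments, 389 in the change and 560 from the 96-h control, and without replicate 3 these were 132, 312 and 329. Replicates 1 and 3 had a correlation of 0.93 across genes, which are not independent replicates, with each other, and of at most 0.781 and 0.807 with libraries of the other groups at 48 and 96 h. Exchanged labels of replicates 1 and 3 with 1-h libraries cannot be excluded from the correlations. With the 1-h libraries of the same bacterium their highest was 0.874, under the lowest among those, 0.903. For the 1-h libraries of *B. amyloliquefaciens* the highest was 0.848 and the lowest among those 0.876. Both highest values were still above 0.80, the lowest between libraries of one group, those at 96 h with *P. fluorescens* left out. An exchange of the label of replicate 2 with that of 1 of the 15 libraries of the other groups at 48 and 96 h is argued against, since that library would then resemble replicates 1 and 3. Each of the 15 had a correlation of at most 0.781 with at least 1 of them, and the lowest between libraries of one group, those at 96 h with *P. fluorescens* left out, was 0.80. If instead replicate 2 came from seedlings of another group with no label exchanged, this cannot be told apart from a weak response in that replicate, since it had a correlation of up to 0.936 with a library of another group at 48 or 96 h, where libraries of different groups, those at 96 h with *P. fluorescens* left out, had from 0.774 to 0.94. The lowest count on genes of the 3 libraries was 14096209, in replicate 2. Its depth is argued against as the source, since its correlation with the libraries of the other groups at 48 and 96 h was at least 0.828, and the 16 pairs within the other groups that held a library with fewer counts had a correlation of at least 0.806, where replicate 2 had 0.758 and 0.769 with replicates 1 and 3. A high share of read pairs with more than 1 alignment is argued against too, since it was at most 19.8% in the 3 libraries, under the median of the 27 libraries. A response that only some seedlings had reached by 96 h may be a biological explanation and was not tested.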

How the results depend on the processing

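Under no filter and under DESeq2's size factors, no count of DEGs moved by more than 1.5 times. The other settings moved some of them, and the cause was not tested except where stated. The gene set tests were not run, and edgeR's exact test gives no value for the interaction.

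With DESeq2, the DEGs against the 1-h control were 3482, 2133 and 1670 at 1, 48 and 96 h with *B. amyloliquefaciens*, 1658, 1947 and 4520 with *P. fluorescens*, and 1894 and 3141 in the 48-h and 96-h controls. Against the control of the same time point they were 18 and 53 with *B. amyloliquefaciens* and 19 and 3319 with *P. fluorescens*. Between the treatments they were 2295, 133 and 2455 at 1, 48 and 96 h, and 2188 for the change from 1 to 96 h. Shared DEGs were 749, 978 and 871, and those at all 3 time points 212 and 94. At 1 h with *P. fluorescens*, DESeq2 found 986 higher and 672 lower (59.5% higher), against 329 and 99 (76.9%). For the change from 1 to 96 h, 68.6% were higher against 79.4%. On simulated data, DESeq2 also found more unchanged genes (32) than the main setting (1).

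With edgeR's exact test, the DEGs were 1456 at 48 h with *B. amyloliquefaciens* and 1055 at 1 h with *P. fluorescens*. Against the control of the same time point they were 5 and 6 with *B. amyloliquefaciens* and 10 at 48 h with *P. fluorescens*. Between the treatments they were 1352, 78 and 1749. Shared DEGs were 482 at 1 h, and those at all 3 time points 123 and 49.

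Fits to only the groups compared use 6 libraries, or 12 for the interaction, and estimate the spread from those alone. The main fit shares 1 estimate of the spread over all groups, although replicates were not equally alike in each group. The correlation between replicates was from 0.952 to 0.956 in the 1-h control and from 0.758 to 0.93 at 96 h with *P. fluorescens*. How far this unequal spread moved the counts of either fit was not tested. The DEGs against the 1-h control were 4183, 508 and 2152 with *B. amyloliquefaciens*, 4479 at 1 h and 107 at 96 h with *P. fluorescens*, and 3407 and 6431 in the controls. They were 0 at 96 h with *P. fluorescens* against the 96-h control, 0 between the treatments at 1 h, 0 at 96 h and 0 for the change from 1 to 96 h, with 4447, 6573, 3275 and 4977 genes at an unadjusted p under 0.05. Shared DEGs were 1755 at 1 h and 96 at 96 h, and those at all 3 time points 97 and 29. The rise over time with *P. fluorescens* was thus a fall in these fits.

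With the share of read pairs with more than 1 alignment as a covariate, chosen after seeing the data, the DEGs were 560 at 48 h with *B. amyloliquefaciens*, 1577 at 96 h with *P. fluorescens*, 1326 and 3081 in the controls, 1 at 48 h and 1066 at 96 h with *P. fluorescens* against the control of the same time point, 365 between the treatments at 1 h and 348 for the change.

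With the replicate number as a block (replicate block), 11 genes differed between the treatments at 48 h in place of 0, and no other count moved by more than 1.5 times. The numbers do not pair the samples, since deviations of same-numbered libraries had a mean correlation of 0.023 over 108 pairs, from -0.361 to 0.335, against -0.011 for other numbers.

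Each library of the groups compared, left out in turn, gave from 408 to 2554, from 238 to 1392 and from 320 to 607 DEGs at 1, 48 and 96 h with *B. amyloliquefaciens*, from 1 to 141, from 317 to 920 and from 615 to 7450 with *P. fluorescens*, and from 306 to 562 and from 719 to 972 in the controls. For the comparisons with the control of the same time point it gave from 0 to 1 and from 0 to 1 with *B. amyloliquefaciens*, and 0 and from 303 to 7688 with *P. fluorescens*. Between the treatments it gave from 5 to 2239, from 0 to 24 and from 100 to 6710, and from 272 to 3881 for the change. Shared DEGs were from 0 to 195, from 132 to 485 and from 127 to 568, those at all 3 time points from 10 to 102 and from 0 to 65, and the pairs of Table 2 from 31 to 78. The libraries behind most of these values are named at the results. The fit without replicate 2 at 96 h with *P. fluorescens* found more DEGs in each comparison that uses this library. It also gave more than these ranges in comparisons that do not use it, 2785, 1413 and 1184 DEGs at 1, 48 and 96 h with *B. amyloliquefaciens*, 1230 and 1329 at 1 and 48 h with *P. fluorescens*, 1389 and 2506 in the controls, 590 and 641 shared DEGs at 1 and 48 h, and 122 at all 3 time points with *B. amyloliquefaciens*. At 48 h with *P. fluorescens* against the 48-h control, 1 DEG was found without replicate 3 at 48 h with *B. amyloliquefaciens*.

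With the control of the same time point as reference, 23 log2 fold changes of named genes had the opposite sign. With *B. amyloliquefaciens* at 48 h these were LOC103988136 (0.081), LOC103986775 (-0.72), LOC103972371 (-0.21) and LOC103998902 (0.11). At 96 h they were LOC103994690 (1.43), LOC103978608 (0.35), LOC103988136 (0.14), LOC103999297 (-0.12), LOC103991351 (0.42), LOC103987539 (-0.28), LOC103972371 (-0.089), LOC103985511 (-0.14), LOC103977424 (1.63) and LOC103998902 (0.50). With *P. fluorescens* at 48 h they were LOC103994690 (0.59), LOC103988136 (0.02), LOC103983858 (-0.52) and the gene with the largest increase at that time point (-1.17), and at 96 h LOC103994690 (1.04), LOC103978608 (1.20), LOC103988136 (0.18), LOC103983858 (-2.36) and LOC103999297 (-0.10). None of these 23 had an FDR under 0.05. Among the other results for named genes, 131 no longer passed the threshold (93 of them with the 1-h control as reference) and 52 passed it where the main setting did not.

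The depth limits the genes near the floor. For LOC103998260 and LOC103978845 the libraries of the 1-h control held 0 or 1 count, so only lower bounds of the fold can be given.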

Differences from the paper's values

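The paper reports 1027 DEGs at 1 h and 1398 at 48 h with *P. fluorescens*, against 428 and 925 here. It reports 1530 at 48 h and 1250 at 96 h with *B. amyloliquefaciens*, against 913 and 789 here. Of the alternatives set before the data were examined, edgeR's exact test came within 1.5 times of the paper's number in all 4 (1055, 1278, 1456 and 1163). DESeq2 did for 3 of them (1947 at 48 h with *P. fluorescens*, 2133 and 1670), but not at 1 h with *P. fluorescens* (1658). Fits to only the groups compared did at 48 h with *P. fluorescens* (1118), and not in the other 3 (4479, 508 and 2152). No filter, DESeq2's size factors and the replicate block did in none. Of the 27 fits that each left out 1 library, the one without replicate 2 at 96 h with *P. fluorescens* came within 1.5 times in all 4 (1230, 1329, 1413 and 1184), and for the count at 1 h with *P. fluorescens* it was the only one. At 48 h with *P. fluorescens*, so did those without replicate 1 (1220), 2 (943) or 3 (996) at 48 h with *B. amyloliquefaciens*, replicate 1 at 1 h with *B. amyloliquefaciens* (968), replicate 1 of the 48-h control (940) and replicate 1 at 96 h with *P. fluorescens* (935). At 48 h with *B. amyloliquefaciens*, so did the one without replicate 3 at 48 h with *B. amyloliquefaciens* (1392). At 96 h with *B. amyloliquefaciens*, so did those without replicate 1 at 48 h (1013) or 1 h (910) with *B. amyloliquefaciens* and without replicate 1 at 48 h (870) or 96 h (837) with *P. fluorescens*. With the share of read pairs with more than 1 alignment as a covariate, chosen after seeing the values, 1061 DEGs were found at 48 h with *P. fluorescens* and 914 at 96 h with *B. amyloliquefaciens*, within 1.5 times of the paper's numbers.

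For the shared DEGs, the paper reports 473 at 1 h, 663 at 48 h and 598 at 96 h, against 228, 434 and 384 here. With edgeR's exact test these were 482, 632 and 548, within 1.5 times of the paper's number at all 3 time points. DESeq2 gave more than the paper, within 1.5 times at 48 h (978) and at 96 h (871), and not at 1 h (749). Fits to only the groups compared (1755, 306 and 96), no filter (212, 410 and 348), DESeq2's size factors (239, 438 and 390) and the replicate block (267, 377 and 381) came within 1.5 times at none. With 1 of the 27 libraries left out, the fit without replicate 2 at 96 h with *P. fluorescens* came within 1.5 times at all 3 (590, 641 and 568). The number at 48 h was also within 1.5 times without replicate 3 at 48 h (485) or replicate 1 at 1 h (471) with *B. amyloliquefaciens* and without replicate 1 at 96 h with *P. fluorescens* (445). That at 96 h was without replicate 1 (511) or 3 (405) at 48 h or replicate 1 at 1 h (457) with *B. amyloliquefaciens*, without replicate 1 (438) or 2 (401) at 48 h with *P. fluorescens* and without replicate 1 of the 48-h control (402).

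The paper's lists hold 123 DEGs at all 3 time points with *B. amyloliquefaciens* and 50 with *P. fluorescens*, against 60 and 18 here. With edgeR's exact test they were 123 and 49, within 1.5 times of both numbers. Fits to only the groups compared came within 1.5 times of the first (97) and not of the second (29). DESeq2 (212 and 94), no filter (57 and 14), DESeq2's size factors (61 and 18) and the replicate block (59 and 22) came within 1.5 times of neither. Without replicate 1 at 1 h with *B. amyloliquefaciens* the first was 102, and without replicate 2 at 96 h with *P. fluorescens* they were 122 and 65, all within 1.5 times.

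The log2 fold changes of the named genes were compared with the paper's lists in 85 cases, with a largest absolute difference of 0.187, and 0 differed by sign or by more than the error.

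The paper's text states that LRX1 (LOC103991351) was up-regulated in the transcriptome, and the log2 fold changes here were -2.02, -1.73 and -1.44 at 1, 48 and 96 h with *B. amyloliquefaciens*. It also gives increases, with figures of droplet digital PCR, for other genes that were lower here. Pectinesterase-like (LOC103977424) had -2.61, -3.37 and -3.71 with *B. amyloliquefaciens*. Small heat shock protein (LOC103975709) had -2.84, -2.91 and -5.54 with *P. fluorescens*, where the change at 1 h did not pass the threshold. Others that it gives as raised were higher here, such as horcolin. Droplet digital PCR is another measure and was not analysed here. Table 2 states that its genes were differentially expressed at all 3 time points in the treatments listed, and 68 of the 84 pairs passed the threshold here, 82 with edgeR's exact test, 80 with DESeq2 and 70 with the replicate block. Fewer passed with no filter (64), in fits to only the groups compared (63) and with the covariate (63). With 1 of the libraries compared left out, from 31 to 78 passed. Over all named genes, results that did not pass here passed with DESeq2 in 16 cases, with the exact test in 15, in fits to only the groups compared in 11, with the replicate block in 5 and with DESeq2's size factors in 1. They passed in 2 cases with the covariate, which was chosen after seeing the values, and in 2 with a library of the comparison left out. The paper's Fig. 2 rests on numbers of DEGs that rise with *P. fluorescens* and fall with *B. amyloliquefaciens* over time. The counts here had the same order, also with no filter, DESeq2's size factors, DESeq2 and edgeR's exact test. In fits to only the groups compared they were 4479, 1118 and 107 with *P. fluorescens* and 4183, 508 and 2152 with *B. amyloliquefaciens*. With *B. amyloliquefaciens* they were 1858, 769 and 820 with the replicate block, and 1711, 560 and 914 with the covariate chosen after seeing the values. Of the 27 fits that each left out 1 library, 24 had the paper's order with *P. fluorescens* and 22 with *B. amyloliquefaciens*. With *P. fluorescens*, the counts at 1, 48 and 96 h were 485, 935 and 786 without replicate 1 at 96 h, 512, 911 and 615 without replicate 3 at 96 h, and 440, 414 and 3049 without replicate 1 at 48 h. With *B. amyloliquefaciens*, they were 408, 805 and 737 without replicate 3 at 1 h, 2344, 307 and 1013 without replicate 1 at 48 h, 1845, 786 and 819 without replicate 2 at 48 h, 569, 240 and 320 without replicate 1 of the 1-h control, and 656, 238 and 351 without replicate 2 of the 1-h control.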

Other observations

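The tests in the paragraphs here were set before their results were seen, apart from the reading of an overlap under the simulated range.

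A change between 1 h and the later harvest that control seedlings share is a candidate explanation for a part of the DEGs at 48 and 96 h against the 1-h control. Across the 28349 genes, which are not independent replicates, the change from the 1-h to the later libraries within a treatment was compared with that within the control, with no library in common. The correlation was 0.422 and 0.346 at 48 and 96 h with *B. amyloliquefaciens*, and 0.586 and 0.481 with *P. fluorescens*, against simulated values from -0.026 to 0.029 for unchanged groups. In each of the 6 comparisons with the 1-h control, 1 of the 10 splits of the 6 libraries gave as many DEGs, the real one, and 10 splits are too few for a share under 0.05. A shared change could reflect the age of the seedlings or a difference between harvests or library batches, and the design cannot separate these.

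In the comparisons with the control of the same time point, 0 DEGs were found at 48 and 96 h with *B. amyloliquefaciens* and at 48 h with *P. fluorescens*, with 1981, 1450 and 1365 genes at an unadjusted p under 0.05. Too little power was tested by simulating counts around the levels of the later controls, in which the 913, 789 and 925 DEGs against the 1-h control changed by their estimated log2 fold change, at full size or scaled by 0.5. At full size the median of 5 simulated data sets was 648, 603 and 677 DEGs, so changes as large as those against the 1-h control would mostly have been found. Scaled by 0.5 it was 36, 49 and 55, so changes of that size in as many genes would have given some DEGs, with most of them missed. Changes that are smaller or in fewer genes stay open, as does a larger spread between the late libraries than the simulation used. DESeq2 gave 18, 53 and 19 DEGs. Other splits of the libraries were not fitted in these comparisons or between the treatments at 48 h, where 0 DEGs were found with 2077 genes at an unadjusted p under 0.05. Each of the 10 splits reaches a count of 0 by construction, so the splits say nothing about chance there.

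The overlap of the DEGs of both bacteria was 228, 434 and 384 genes at 1, 48 and 96 h. Lists of the observed sizes, taken by rank of p in 20 simulated data sets of unchanged groups, shared at most 178, 199 and 314 genes. At an FDR under 0.05 they shared 0. This argues against the 3 control libraries common to both comparisons as the whole source. The correlation of the log2 fold changes across genes was 0.537, 0.708 and 0.472, against simulated medians of 0.492, 0.499 and 0.496, so at 96 h it did not exceed what shared controls give. The genes found at all 3 time points, 60 with *B. amyloliquefaciens* and 18 with *P. fluorescens*, were fewer than in each of the simulated data sets, which gave from 67 to 103 and from 65 to 81. These simulated lists were also taken by rank of p, and at an FDR under 0.05 they had 0 genes in common. Ranked lists are thus set against DEGs here, which cannot show what common control libraries alone give at the threshold. With 1 library left out, these counts ranged from 0 (without replicate 3 of the 1-h control) to 590 shared DEGs (without replicate 2 at 96 h with *P. fluorescens*) at 1 h, from 10 (without replicate 1 of the 1-h control) to 122 (without replicate 2 at 96 h with *P. fluorescens*) at all 3 time points with *B. amyloliquefaciens*, and from 0 (without any 1 replicate of the 1-h control) to 65 (without replicate 2 at 96 h) at all 3 time points with *P. fluorescens*.

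The L-ascorbate oxidase gene LOC103998902, which the paper discusses by droplet digital PCR, had 176 ± 3.46 CPM (SD, n = 3) in the 1-h control and 28.5 ± 19.5, 40.8 ± 24.1 and 44.6 ± 2.47 CPM (SD, n = 3 each) at 1, 48 and 96 h with *B. amyloliquefaciens*. Its log2 fold changes were -2.63, -2.10 and -1.98, with an adjusted p of 0.00933, 0.0438 and 0.0626 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The decrease at 96 h thus did not pass the threshold. In fits without 1 library, the decrease at 1 h held in 5 of 6 and that at 48 h in 1. Against the control of the same time point, the log2 fold change was 0.11 at 48 h and 0.50 at 96 h. No explanation was tested.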
